# Targets and genomic constraints of ectopic Dnmt3b expression

**DOI:** 10.7554/eLife.40757

**Published:** 2018-11-23

**Authors:** Yingying Zhang, Jocelyn Charlton, Rahul Karnik, Isabel Beerman, Zachary D Smith, Hongcang Gu, Patrick Boyle, Xiaoli Mi, Kendell Clement, Ramona Pop, Andreas Gnirke, Derrick J Rossi, Alexander Meissner

**Keywords:** liver, stem cells, blood, MEFs, Human, Mouse

## Abstract

DNA methylation plays an essential role in mammalian genomes and expression of the responsible enzymes is tightly controlled. Deregulation of the de novo DNA methyltransferase DNMT3B is frequently observed across cancer types, yet little is known about its ectopic genomic targets. Here, we used an inducible transgenic mouse model to delineate rules for abnormal DNMT3B targeting, as well as the constraints of its activity across different cell types. Our results explain the preferential susceptibility of certain CpG islands to aberrant methylation and point to transcriptional state and the associated chromatin landscape as the strongest predictors. Although DNA methylation and H3K27me3 are usually non-overlapping at CpG islands, H3K27me3 can transiently co-occur with DNMT3B-induced DNA methylation. Our genome-wide data combined with ultra-deep locus-specific bisulfite sequencing suggest a distributive activity of ectopically expressed Dnmt3b that leads to discordant CpG island hypermethylation and provides new insights for interpreting the cancer methylome.

## Introduction

DNA methylation is a major component of the epigenetic machinery that participates in the regulation of gene expression during development. The predominant targets for DNA methylation are cytosines in the CpG dinucleotide context (Bird, 1986). While the majority of CpGs in mammalian genomes are methylated, clusters of CpGs called CpG islands (CGIs) remain generally unmethylated, and are often located near or within housekeeping and developmental gene promoters (Bird, 1986; Saxonov et al., 2006). Pre-existing methylation patterns are propagated by the maintenance DNA methyltransferase DNMT1, and new modifications are generally added by the de novo methyltransferases DNMT3A and 3B (Bestor, 2000; Charlton et al., 2018; Denis et al., 2011; Jeltsch, 2002; Xu and Corces, 2018). Loss of these enzymes in mice causes prenatal (*Dnmt1* and *Dnmt3b*) or postnatal (*Dnmt3a*) lethality, which underscores their essential role in mammalian development (Li et al., 1992; Okano et al., 1999). DNMT3A and DNMT3B are structurally similar and appear to have redundant functions overall, although the knockout phenotypes are distinct and some specific targets are well established for DNMT3B, such as pericentromeric repeats and germline gene promoters (Liao et al., 2015; Okano et al., 1999). Both enzymes are highly expressed in early embryos, but only *DNMT3A* remains active in the adult and appears to be the major de novo methyltransferase involved in dynamic regulation of DNA methylation in somatic lineages (Ziller et al., 2013). In contrast, levels of catalytically active *DNMT3B* decrease sharply during pluripotent stem cell differentiation as cells switch to an inactive isoform (Gifford et al., 2013; Gordon et al., 2013).

Deviations from the regulatory regime described above can lead to the aberrant expression of genes, genome instability, loss of imprinting and tumorigenesis (Hamidi et al., 2015; Robertson, 2005). In fact, deregulation of all three catalytically active human DNA methyltransferases is found across a wide range of diseases (Hamidi et al., 2015; Robertson, 2005) and mutations in both regulatory and catalytic domains are known contributing factors (Jin et al., 2008; Klein et al., 2011; Winkelmann et al., 2012; Xu et al., 1999; Yan et al., 2011). In contrast, it is not clear how aberrant expression of otherwise wild-type DNMTs, which is frequently observed in specific cancers, affects the genomic DNA methylation landscape (Amara et al., 2010; Hayette et al., 2012; Jin et al., 2005; Kobayashi et al., 2011; Roll et al., 2008). Although evidence exists that overexpression of DNMTs, especially DNMT3B, correlates with the epigenetic inactivation of tumor suppressor genes and tumor formation, primary tumors accrue substantial CGI methylation while the global average decays, and without temporal analysis, it cannot be ascertained whether global and local misregulation co-occur or if they represent distinct regulatory modes that arise independently (Baylin and Jones, 2011; Ben Gacem et al., 2012; Butcher and Rodenhiser, 2007; Girault et al., 2003; Portela and Esteller, 2010; Roll et al., 2008; Steine et al., 2011). Finally, even if DNMT3B overexpression is not a primary driver, the consequences of aberrant activity on cellular homeostasis during tumorigenesis remain incompletely understood and of direct relevance to human health.

From a mechanistic point of view, our understanding of the exact relationship between ectopic de novo methylation and other epigenetic modifications is limited, in particular for polycomb repressive complex 2 (PRC2) mediated H3K27me3, which is a repressive chromatin modification predominantly found at CGIs near developmental genes (Lynch et al., 2012; Margueron and Reinberg, 2011; Tanay et al., 2007). Previous work showed that DNA methylation and H3K27me3 are generally anti-correlated within CpG-rich regions but co-occur elsewhere in the genome (Brinkman et al., 2012; Guo et al., 2014; Statham et al., 2012). DNA methylation has also been suggested to directly interfere with PRC2 recruitment to CpG-rich sequences (Jermann et al., 2014). Conversely, loss of DNA methylation causes a global redistribution of H3K27me3 in both mouse embryonic stem cells (ESCs) and somatic cells (Brinkman et al., 2012; Reddington et al., 2013). This conditional antagonism between DNA methylation and H3K27me3 is quite unlike the constitutive antagonism between DNA methylation and H3K4me3, which is mediated by direct interaction of the ADD domain within DNMT3 and H3K4me3 (Ooi et al., 2007; Otani et al., 2009; Zhang et al., 2010). The interplay between DNA methylation and H3K27me3 has special relevance in cancer. Several studies have suggested that H3K27me3-enriched loci in ESCs are preferentially susceptible to gain of DNA methylation in many cancers (Ohm et al., 2007; Schlesinger et al., 2007; Widschwendter et al., 2007). CGIs that gained DNA methylation in a colon cancer cell line were depleted of H3K27me3 and switching from H3K27me3 to DNA hypermethylation was also observed at silenced gene promoters in human prostate cancer cells (Brinkman et al., 2012; Gal-Yam et al., 2008; Statham et al., 2012). However, coexistence of DNA methylation and H3K27me3 (dual modification) in promoter CGIs has also been reported in human cancer cell lines (Gao et al., 2014; Statham et al., 2012; Takeshima et al., 2015). Finally, we recently showed that the DNA methylation landscape in mouse extraembryonic tissues closely mirrors the altered landscape found across human cancer types, and that the establishment of this CGI hypermethylation is dependent on PRC2 and executed by DNMT3B (Smith et al., 2017). Because most of these observations have been made from cancer cell lines or primary tumor cells that are far removed from their initial transformation, elucidating the specific sequence of events underlying the gain of DNA methylation as it relates to H3K27me3 at CGIs remains of great interest.

To address these lingering questions, we systematically investigated the target spectrum of ectopic Dnmt3b expression using a tetracycline-inducible *Dnmt3b* transgenic mouse model to identify general rules and consequences of aberrant targeting. We specifically investigate why some CpG sites as well as entire CGIs are more prone to methylation when de novo methyltransferase activity is abnormally high, while others remain protected over long periods of time. Taken together, our system provides a unique opportunity to assess the effects of ectopic de novo methyltransferase activity on a genome-wide scale in a tissue-specific context and sheds new light on abnormal CGI hypermethylation as a result of *Dnmt3b* misregulation.

## Results

### Ectopic Dnmt3b expression leads to widespread CpG island hypermethylation

To better understand the relevance of de novo DNMT expression in cancer biology, we began by exploring the mechanism and frequency of DNMT3A and DNMT3B deregulation across different human cancer types. Specifically, we utilized a large, publicly available data set from The Cancer Genome Atlas (TCGA) (Hoadley et al., 2014) and analyzed the incidence of mutation and upregulation for each enzyme (Figure 1A). While Dnmt3b is generally not expressed in somatic tissues (Figure 1—figure supplement 1A), our analysis showed that nearly every tumor type contained samples where *DNMT3B* is upregulated (Figure 1A; Figure 1—figure supplement 1B) (Duymich et al., 2016). However, within each cancer type, only a fraction of tumors overexpress DNMT3B, while many more acquire CGI hypermethylation (Figure 1B). Nonetheless, the co-occurrence was high enough to justify a systematic investigation of DNMT3B deregulation in vivo. We began by generating mouse ESCs containing a heterozygous inducible *Dnmt3b1* construct and derived transgenic mice (Beard et al., 2006; Linhart et al., 2007) (Figure 1—figure supplement 2A). We then induced ectopic expression of Dnmt3b in the mice through doxycycline-supplemented drinking water and harvested six different tissues (liver, lung, muscle, intestine, kidney, heart) as well as select blood cell types (B cells, helper T cells, cytotoxic T cells, monocytes, granulocytes) from both induced and control (*Dnmt3b1* construct, non-induced) mice. To assess the level of DNA methylation with a focus on CGIs, we profiled these tissues using reduced representation bisulfite sequencing (RRBS) (Meissner et al., 2005; Meissner et al., 2008). Within a set of 7,467 CGIs covered in all samples, the median CGI methylation level consistently increases across all cell and tissue types, though both the percentage (6–15%) of hypermethylated CGIs and the average increase (2–9%) in mean CGI methylation vary upon Dnmt3b induction (Figure 1C). As RRBS also captures representative CpGs outside of CGIs, we determined the effects of Dnmt3b overexpression on various genomic features including promoters with high or low CpG density (HCPs and LCPs), CGI shores and gene bodies (exons, introns). We also included repetitive sequences; short interspersed nuclear elements (SINEs), long terminal repeats (LTRs) and long interspersed nuclear elements (LINEs) and found that all showed a similar trend of increased DNA methylation (Figure 1—figure supplement 2B). Finally, we specifically looked at regions enriched for H3K36me3, which are known to recruit DNMT3B through its PWWP domain (Baubec et al., 2015; Dhayalan et al., 2010; Rondelet et al., 2016), and found that these regions also gained DNA methylation despite beginning at already high levels (Figure 1—figure supplement 2C). In total, 152/4,260 and 222/9,824 H3K36me3-enriched regions showed significant additional gain in methylation (*P*-value <0.05, difference ≥0.2%, paired *t*-test) for kidney and liver respectively.

**Figure 1.**
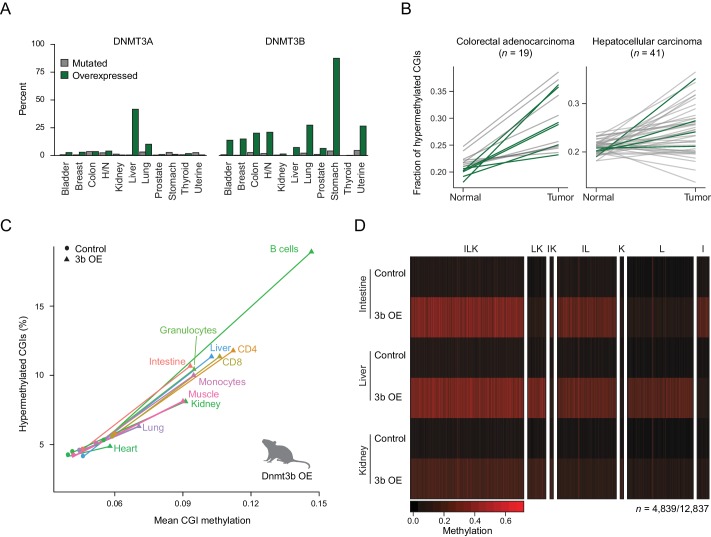
Dnmt3b overexpression in human cancer types and an ectopic mouse model. (**A**) Incidence of DNMT3A and DNMT3B mutation and overexpression in human cancers, based on data from The Cancer Genome Atlas (TCGA). H/N = head and neck. (**B**) Fraction of hypermethylated (defined as ≥0.3 increase in average CpG methylation) CpG islands (CGIs) in liver hepatocellular carcinomas and colorectal adenocarcinoma. Each line represents a pair of matched normal and tumor samples from a single patient. Patients that show overexpression of DNMT3A or DNMT3B (*z*-score ≥ 2) in the tumor sample are shown in dark green. (**C**) Mean CGI methylation vs percentage of hypermethylated CGIs (methylation ≥ 0.3) for 11 tissues harvested from age-matched control and Dnmt3b overexpression (3b OE) mice (0 – 1.5M dox). Data are based on RRBS profiles for matched CGIs (*n* = 7,467). (**D**) Heatmap of methylation levels at differentially methylated CGIs (FDR *q*-value <0.05, methylation difference of ≥ 0.2) in intestine, liver, and kidney upon 3b OE (3 – 6M dox). Each sample is the mean of two technical and two biological replicates. CGIs are clustered by their methylation status in the three tissues. Clusters are labeled with I (intestine), L (liver), or K (kidney) according to whether that cluster of DMRs was hypermethylated in the labeled tissue.

**Figure 1—figure supplement 1.**
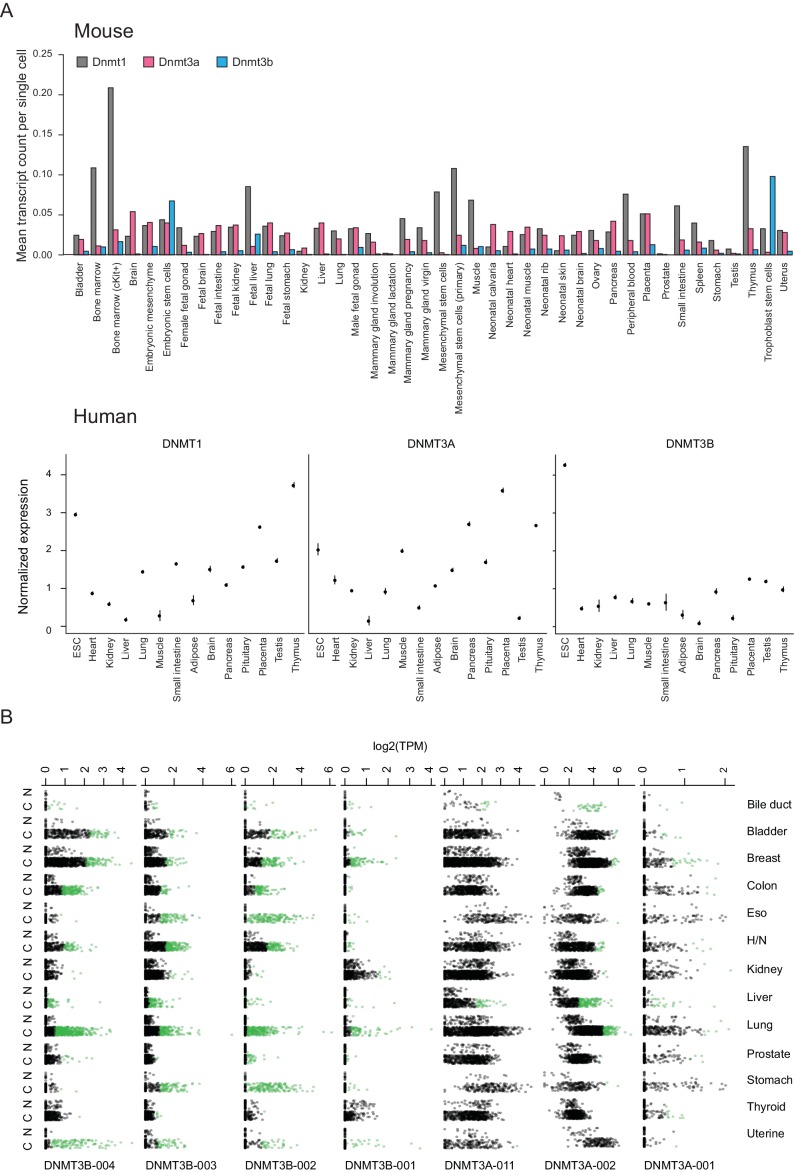
Normalized expression of mouse and human DNA methyltransferases across selected cell and tissue types as well as human DNMT isoform expression in TCGA samples. (**A**) Top: Gene expression data for *Dnmt1*, *Dnmt3a* and *Dnmt3b* across a variety of mouse embryonic and somatic cell types based on single cell RNA-seq data from Han et al. (2018). Bottom: Gene expression data for *DNMT1*, *DNMT3A*, and *DNMT3B* in human embryonic stem cells (ESCs) and somatic tissues based on RNA-seq data from Yue et al. (2014). Dots are means and lines represent ±one standard error. (**B**) Expression of the different isoforms of *DNMT3A* and *DNMT3B* in normal and tumor samples as measured by RNA-seq from The Cancer Genome Atlas (TCGA). Patients exhibiting overexpression (*z*-score ≥3 based on null distribution of expression in normal samples) of an isoform in a tumor sample are shown as green dots. C = cancer, N = normal, H/N = head and neck.

**Figure 1—figure supplement 2.**
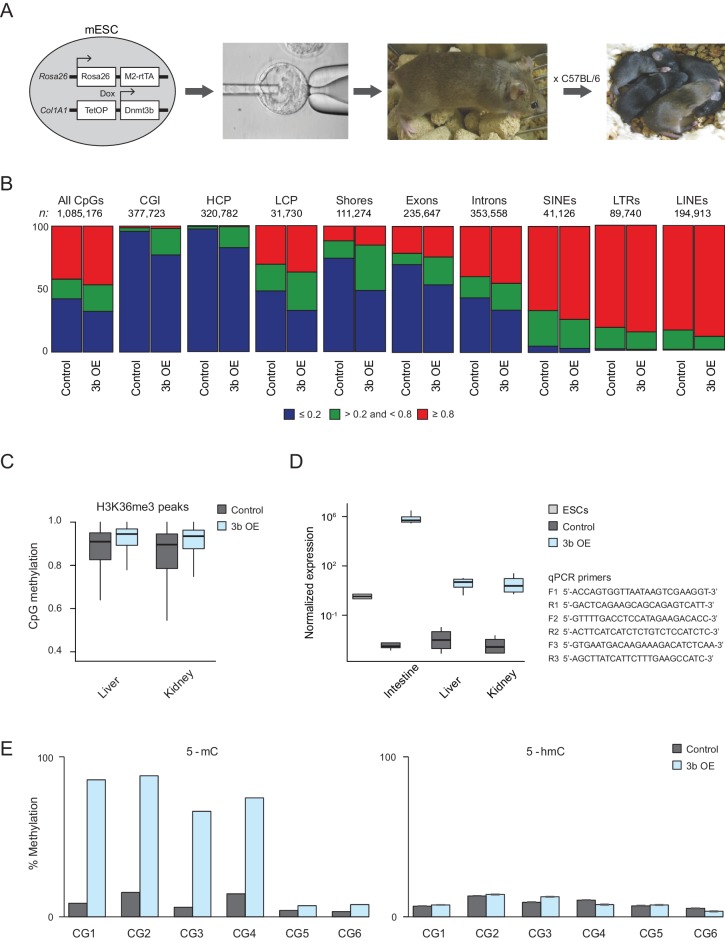
Characteristics of ectopic Dnmt3b-induced CGI hypermethylation. (**A**) Experimental mice were obtained through blastocyst injections followed by breeding the chimeras (ESCs are C57BL/6 × 129/Sv) back to C57BL/6 mice. (**B**) Fraction of CpGs with high (≥0.8; red), intermediate (>0.2 and <0.8; green) and low (≤0.2; blue) methylation in liver from control and induced (3b OE) mice (3 – 6M dox). The total number of included CpGs and the number associated with each genomic feature is shown above each bar plot. (**C**) DNA methylation levels for CpGs overlapping with H3K36me3 peaks (from ENCODE) for control and induced kidney and liver. In both tissues, the difference in methylation levels was highly significant (*P*-value < 2.2×10^−16^, paired *t*-test). (**D**) Normalized expression levels using RT-qPCR analysis of Dnmt3b in intestine, liver and kidney in age-matched control and induced (3b OE) mice. The expression level of *Dnmt3b* in wild type mouse ESCs is presented for comparison. Errors bars were generated based on four technical replicates from two biological replicates. Boxes display the interquartile range and whiskers extend to the most extreme data point that is no more than 1.5 times the interquartile range; the bold line indicates the median value. Primer sequences are shown on the right, F = forward, R = reverse. (**E**) For six CpGs, the 5-methyl cytosine (5-mC) and 5-hydroxymethyl cytosine (5-hmC) levels in control and induced liver are shown. CG1: chr10:128174495, CG2: chr10:128093746, CG3: chr10:125224095, CG4: chr9:40679519, CG5: chr17:3084034, CG6: chr10:120867342.

**Figure 1—figure supplement 3.**
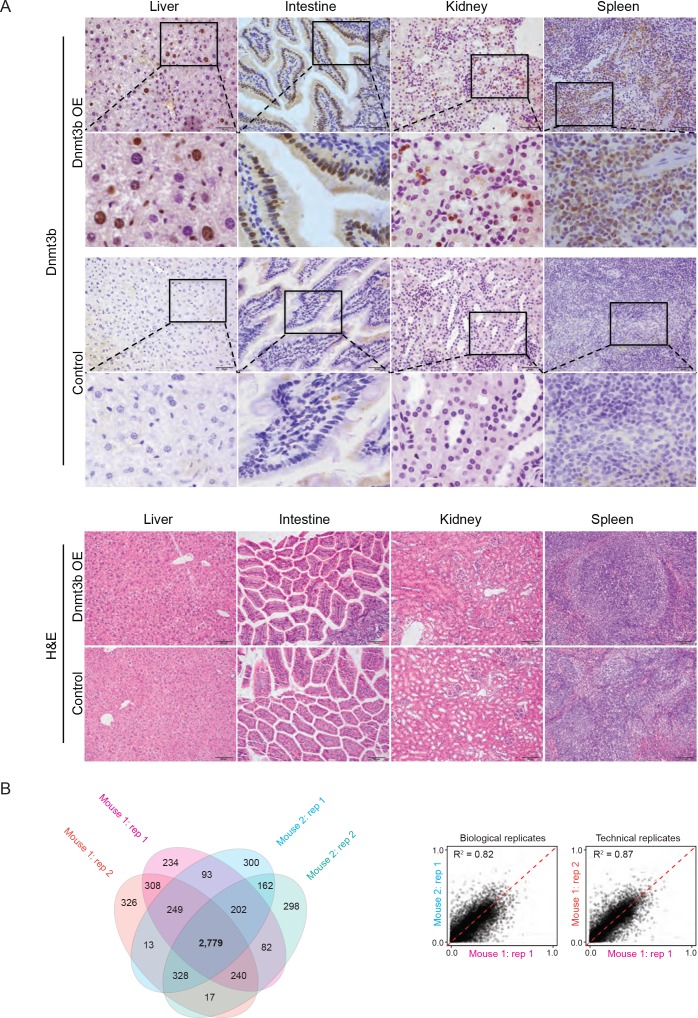
Tissues in which Dnmt3b is ectopically expressed are phenotypically normal and replicates show high reproducibility. (**A**) Tissues stained for DNMT3B and hematoxylin and eosin (H and E) in control and Dnmt3b overexpression mice show no gross phenotypic changes. (**B**) For the liver, two technical replicates from two Dnmt3b OE and control mice (biological replicates, 3 – 6M dox) were compared to assess concordance between CGI hypermethylation. The number of CGIs with methylation >0.2 was calculated and is displayed in the venn diagram. Correlation between biological and technical replicates is displayed as scatter plots with the Pearson correlation coefficient shown.

We next selected three tissues that showed a strong increase in CGI methylation (intestine, liver and kidney), confirmed the overexpression of Dnmt3b (Figure 1—figure supplement 2D), assessed the possible contribution of hydroxymethylation (Figure 1—figure supplement 2E), and determined their unique and shared hypermethylated CGIs. We did not observe any gross phenotypic changes in these tissues at the time of sample collection (Figure 1—figure supplement 3A), despite detecting a total of 4,839 differentially methylated CGIs across the three tissues (FDR *q*-value <0.05, methylation increase ≥0.2) from the 12,837 that were covered by RRBS (Figure 1D). The gain at CGIs was highly reproducible between both technical and biological replicates, suggesting a non-random increase at specific CGIs in each tissue (Figure 1—figure supplement 3B). We observed roughly equal numbers of differentially methylated regions (DMRs) at CGIs in intestine and liver, many of which were shared (*n* = 1,932). The overall number in kidney was lower, but a notable fraction was also shared with the other two tissues. Taken together, our system highlights a large, common set of targets as well as many unique, tissue-specific targets that may provide insight into the mechanism and consequences of aberrant DNMT3B-directed methylation.

### Ectopic Dnmt3b targets mostly silent and lowly expressed genes

Previous studies as well as our data show an extensive overlap of targets, with some additional tissue-specific effects, that led us to hypothesize that the level of gene expression may be one defining factor in the susceptibility of loci to ectopic Dnmt3 expression (Athanasiadou et al., 2010; Gao et al., 2014; Meissner et al., 2008). To test this more precisely, we isolated a number of cell types from the lymphoid lineage through fluorescence activated cell sorting (FACS) to minimize cellular heterogeneity within closely related cell types (Bock et al., 2012). We selected hematopoietic stem cells (HSCs), multipotent progenitors (MPPs, Flk2 positive), common lymphoid progenitor (CLP), differentiated helper T cells (CD4+) and cytotoxic T cells (CD8+) to look for close coupling between aberrant methylation and dynamic expression changes (Figure 2a, Figure 2—figure supplement 1A). It is worth noting that ectopic Dnmt3b expression did not affect the overall representation of stem, progenitor and differentiated cell types (Figure 2—figure supplement 1B). Similar to the solid tissues, we found hypermethylated CGIs in response to *Dnmt3b* expression in every cell type analyzed (Figure 2B,C). More CGIs showed hypermethylation (*q*-value <0.05, methylation gain >0.3) in HSCs and progenitor cells (HSC: *n* = 1,611, MPP: *n* = 1,117, CLP: *n* = 1,380) than in fully differentiated T cells (CD4+: *n* = 492, CD8+: *n* = 567), although this may be associated with the relatively strict threshold as CD4+ and CD8+ cells appear to show less increase and already slightly higher baseline levels at targeted CGIs (Figure 2C). It is also possible that some of the aberrant CGI methylation may either be lost during cell differentiation or lineage progression may selectively expand subsets of HSCs or early progenitors with lower methylation levels at these targets. We next binned genes according to their expression level in wild-type blood cells (Bock et al., 2012) and counted the number of differentially methylated promoters in each expression class. DMRs were consistently enriched for the most lowly expressed genes, an overall trend that was maintained when gene promoters were divided into HCPs and LCPs (Figure 2D, Figure 2—figure supplement 1C).

**Figure 2.**
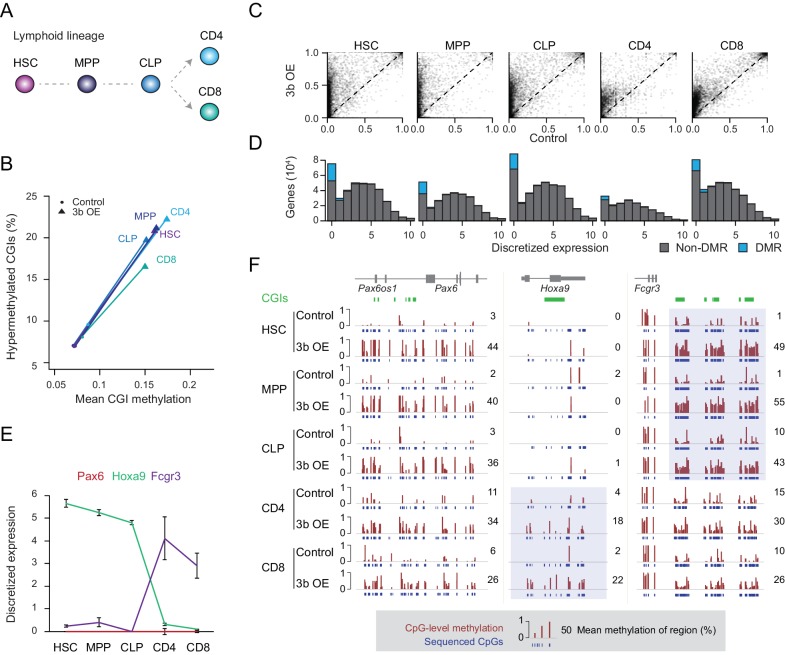
Ectopic DNMT3B targets predominantly silent and lowly expressed genes. (**A**) Schematic of selected hematopoietic cell types isolated from Dnmt3b induced and control mice (0 – 3M dox). HSC: hematopoietic stem cell, MPP: multipotent progenitor, Flk2 positive, CLP: common lymphoid progenitor, CD4/8+: T lymphocytes. (**B**) Mean CGI methylation vs percentage of hypermethylated CGIs (methylation ≥0.3) for the different blood cell types sorted from age-matched control and Dnmt3b overexpression (3b OE) mice (0 – 3M dox). Data are based on RRBS profiles for matched CGIs (*n* = 9,283) (**C**) Scatter plots of DNA methylation level for consistently covered CGIs (*n* = 14,584) in induced and control mice. (**D**) Number of differentially methylated promoters in each cell type stratified by normalized expression value of the associated gene. Data are taken from normal lymphoid differentiation (Bock et al., 2012). (**E**) WT expression levels of *Pax6*, *Hoxa9* and *Fcgr3* across all five hematopoietic cell types assayed. Data are taken from normal lymphoid differentiation (Bock et al., 2012). (**F**) Matching DNA methylation data as genome browser tracks and mean methylation (number on the right) for the displayed regions around *Pax6* (chr2:105,506,372–105,523,591), *Hoxa9* (chr2:105,506,372–105,523,591) and *Fcgr3* (chr1:172,986,522–173,013,977). The relevant DMRs at the *Hoxa9* and *Fcgr3* promoters in the blood cells are highlighted. For the CGIs located near to *Fcgr3,* comparing control and induced CLP samples generated highly significant *P*-values (2.5 × 10^−11^ to 4.03 × 10^−22^). Although the level of methylation gained at CGIs in CD4+ cells was clearly lower than in CLP cells (mean difference of 0.19 vs 0.37), the *P*-values for CD4+ 3bOE vs control were still significant (6.0 × 10^−4^ to 7.83 × 10^−6^). Blue boxes highlight the difference in methylation gain that correlates with change in gene expression.

**Figure 2—figure supplement 1.**
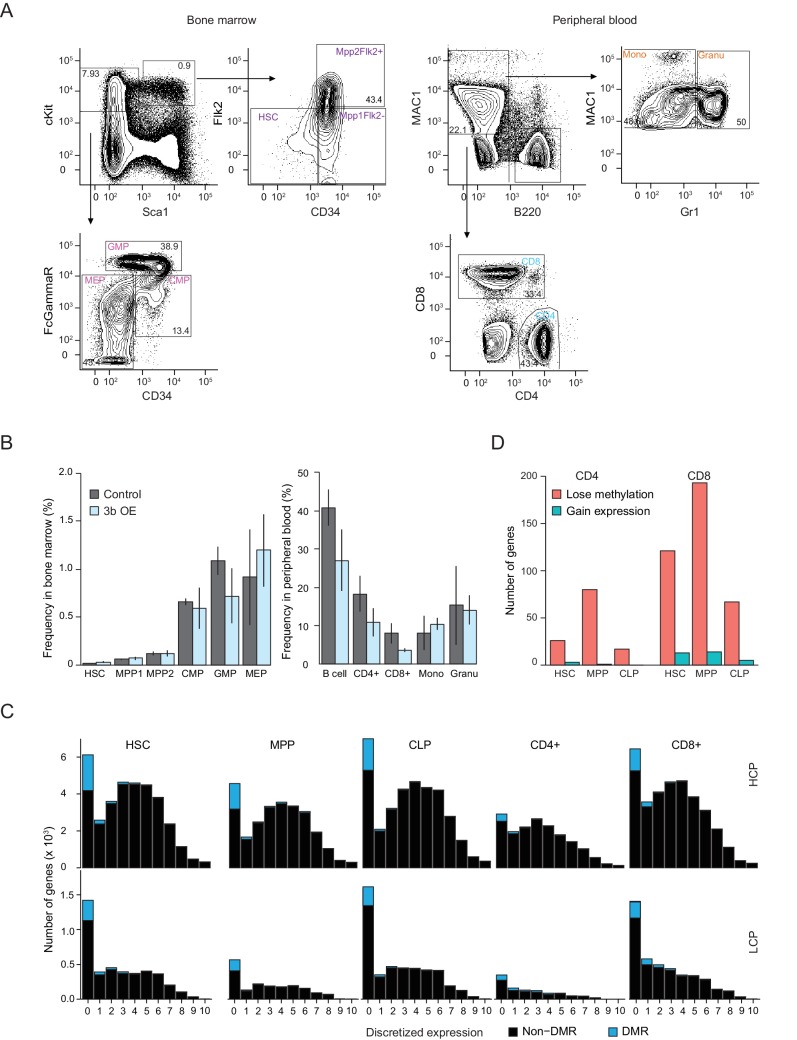
Analysis of blood cell population frequencies and prevalence of DMRs by promoter class. (**A**) Fluorescent activated cell sorting (FACS) of bone marrow or peripheral blood using established surface marker sets (see Materials and methods). Percentage of hematopoietic stem cells (HSCs) and progenitor cells including MPP1 (Flk2 positive), MPP2 (Flk2 negative), CMP (common myeloid progenitor), GMP (granulocyte-monocyte progenitor), MEP (megakaryocyte-erythroid progenitor) in bone marrow as well as the terminally differentiated B cells, T cells (CD4 positive and CD8 positive), Mono (monocytes) and Granu (granulocytes) in peripheral blood from control and inducible Dnmt3b mice (0 – 3M dox). (**B**) Frequency of different cell populations in bone marrow and peripheral blood from control and inducible Dnmt3b mice (0 – 3M dox). Error bars represent three biological replicates. (**C**) Frequency of DMRs and non-DMRs across discretized expression bins separated into high CpG dense promoters (HCPs, top) and low CpG dense promoters (LCP, bottom). (**D**) Number of genes with high CpG dense promoters (HCPs) that gain methylation in progenitor cells (HSC, MPP, CLP) upon expression of Dnmt3b (minimum gain of methylation 0.2, FDR *q*-value <0.05), but lose it in the terminally differentiated CD4 +and CD8+cells while Dnmt3b is being overexpressed (minimum loss of methylation 0.2, FDR *q*-value <0.05). A small fraction of these genes also show an increase in expression during differentiation from the respective progenitor to the terminally differentiated cell type in untreated cells.

To more closely inspect the relationship between DNA methylation targeting and minimal transcription in the context of our extended lineage data, where the number of methylated CGIs decreases from stem/progenitor to terminally differentiated cell, we selected three genes (*Pax6*, *Hoxa9* and *Fcgr3*) with distinct expression patterns. PAX6, a key transcription factor in eye and nervous system development, is not expressed in any of the blood cell types (Osumi et al., 2008; Shaham et al., 2012). In contrast, Hoxa9 is expressed in all the stem/progenitor cells, but not in the differentiated T cells. Fcgr3 shows the opposite pattern and is induced in the differentiated T cells (Figure 2E). In line with our prior observation, we found a strong relationship between the expression state (in WT cells) and DNA methylation levels after ectopic Dnmt3b induction. While the *Pax6* locus remained unmethylated (median methylation 2 – 11%) in control mice, we found increased DNA methylation (median methylation 26 – 44%) across all cell types upon Dnmt3b induction (Figure 2F). Alternatively, the *Hoxa9* promoter gained methylation in helper T cells and cytotoxic T cells, but was not methylated in HSCs or progenitor cells, where it functions to enhance HSC activity and suppress lymphoid differentiation (Thorsteinsdottir et al., 2002). Hoxa9 is only lowly expressed in T cells, where it was abnormally methylated after Dnmt3b induction. Lastly, at the *Fcgr3* promoter, we found the highest level of methylation in the stem/progenitor cells, with CD4+ and CD8+ cells still showing some methylation in both control and 3b OE cells, but with a much smaller differential (Figure 2F). We do find other rare examples of hypermethylated CGIs losing methylation during differentiation and an even smaller fraction gaining expression (Figure 2 – Figure Supplement 1D), but cannot distinguish whether the decrease in methylation is related to passive proliferation-dependent loss, active removal of DNA methylation through upstream factors, or a selective shift in the population (note the median levels in HSCs are high but not 100%, indicating possible heterogeneity).

Nonetheless, we can conclude that de novo methylation through ectopic Dnmt3b occurs predominantly at the promoters of already silent/lowly expressed genes, which may explain both the shared and unique targets that we observed above. However, since not all silent genes gain DNA methylation, additional factors may influence the target spectrum.

### H3K4me3 shields CGIs from aberrant DNA methylation

To generalize the observation that targeting of ectopic DNMT3B occurs within a subset of silent genes, we examined the gene expression status of hypermethylated promoters in the livers of induced mice (Figure 3A). After confirming this relationship, we hypothesized that additional modifications to target chromatin may explain why some silent loci remain protected from de novo methylation, while others do not. To explore this, we correlated the ectopic Dnmt3b RRBS data with H3K4me3 and H3K27me3 chromatin immunoprecipitation-sequencing (ChIP-seq) data of liver tissue from control mice and found that DMRs displayed significantly lower levels of H3K4me3 relative to non-DMRs at HCP and LCPs. In contrast, HCPs that gained methylation had significantly higher H3K27me3 levels than non-DMR HCPs (Figure 3B). When we annotated all genomic CGIs by their chromatin state as H3K4me3, H3K27me3, both (bivalent) (Bernstein et al., 2006) or neither, and calculated the percentage of CGIs in each class that gained DNA methylation, we found that H3K27me3–only CGIs were much more likely to be hypermethylated than those that were bivalent or enriched for H3K4me3 (Figure 3C).

**Figure 3.**
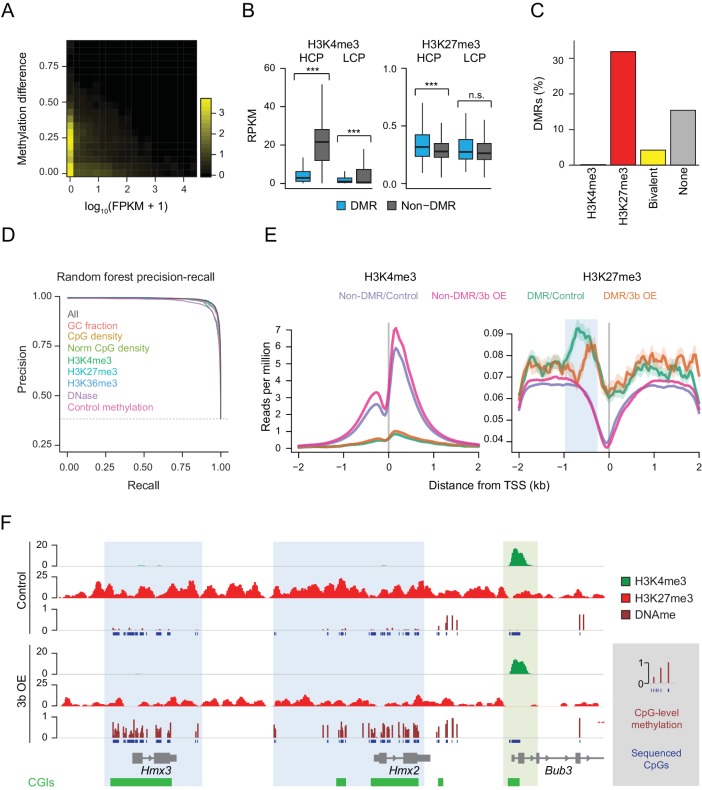
Underlying chromatin landscape defines the ectopic DNMT3B target spectrum. (**A**) Two-dimensional density plot of methylation gain at promoter CGIs vs. expression of corresponding genes in mouse liver (3–6M dox). (**B**) H3K4me3 and H3K27me3 enrichment at DMR vs non-DMR promoters prior to *Dnmt3b* induction (mouse liver). Promoters are classified into high CpG density promoters (HCP) and low CpG density promoters (LCP). The distributions of the chromatin marks were compared using a two-sample *t*-test. H3K4me3 was significantly lower at DMRs both for HCPs (*P*-value = 5×10^−258^) and LCPs (*P*-value = 3×10^−46^). H3K27me3 was slightly, but significantly (*P*-value = 9×10^−8^) enriched at HCP DMRs. Boxes display the interquartile range and whiskers extend to the most extreme data point that is no more than 1.5 times the interquartile range; the bold line indicates the median value. (**C**) Fraction of CGIs that are differentially methylated when Dnmt3b is overexpressed in liver, stratified into those enriched (FDR *q*-value < 0.05) for H3K4me3, H3K27me3, H3K4me3 and H3K27me3 (bivalent) or neither mark. (**D**) Prediction recall curves generated using a random forest classifier predicting the likelihood of a given DMR being a DMR for liver tissue (3 – 6M). ‘All’ uses all listed features as classifiers. For each labeled feature, the respective curve shows the shift in prediction when that feature is removed from the classifier. The top three most influential factors affecting prediction were H3K4me3, DNase and control methylation level. (**E**) Mean read density plots of H3K4me3 and H3K27me3 at DMR HCPs and non-DMR HCPs centered on transcription start sites (TSS) in liver from control and Dnmt3b induced mice (0 – 3M dox). The blue shading highlights the decrease in H3K27me3 upstream of the TSS under Dnmt3b induction. (**F**) Genome browser tracks for H3K27me3, H3K4me3 and DNA methylation (RRBS) over a representative genomic region (chr7:138,683,072–138,708,076). CGI DMRs overlapping the *Hmx3* and *Hmx2* loci are highlighted in light blue. A nearby CGI within the *Bub3* promoter region appears protected and shows H3K4me3 enrichment in both control and induced (0 – 3M dox) livers (green highlight).

**Figure 3—figure supplement 1.**
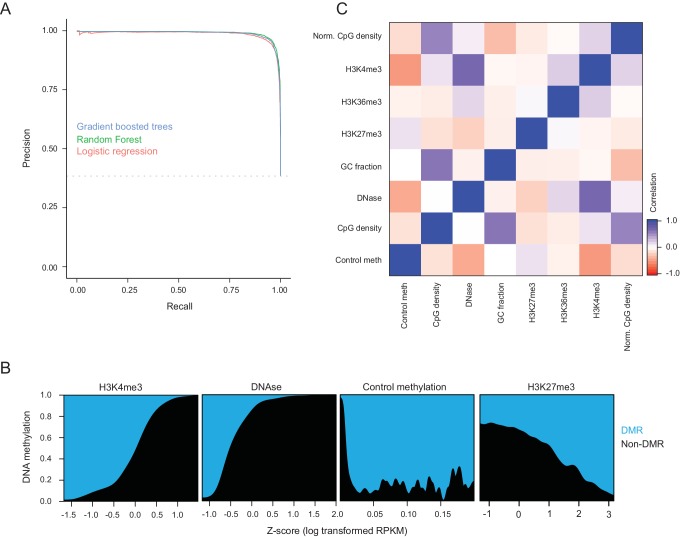
Cross-validation performance of logistic regression at predicting hypermethylated CGIs. (**A**) Precision recall curves for DMR CGI prediction using logistic regression, Naive Bayes, decision tree, random forest, and gradient boosted trees with five-fold crossvalidation. DMRs were CGIs with gain in methylation of 0.15 or greater and FDR q-value of 0.05, while the negative set was CGIs that gained less than 0.05. Features used for classification were methylation in control liver, DNase-seq enrichment, H3K4me3 enrichment, H3K27me3 enrichment, raw CpG density, normalized CpG density (Saxonov et al., 2006), and GC content. The random forest classifier showed the best performance. (**B**) Fraction of CGIs that are DMRs across the dynamic range of each feature. (**C**) Pearson correlation coefficients between features used for DMR prediction of CGIs.

To quantify the predictive value of H3K4me3 and H3K27me3 with respect to hypermethylation at CGIs, we built a random forest classifier using H3K4me3 and H3K27me3 enrichment, as well as six other features that may influence prediction: CpG density, normalized CpG density, GC fraction, H3K36me3 enrichment, DNase signal and control methylation level. Prediction was then assessed using five-fold cross-validation. Using all features, we were able to recover 96.7% DMRs at a false discovery rate of 5%, demonstrating the high predictive impact of all features in combination (Figure 3D). The performance of the random forest classifier was very similar to, but generally better than, five other classification methods we applied using the same set of features (Figure 3—figure supplement 1A). We next removed each parameter from the model in turn to assess its contribution to DMR detection, and noted that H3K4me3, DNase and control methylation level displayed the greatest decrease in performance (Figure 3D, Figure 3—figure supplement 1B). As H3K4me3 and DNase signal are correlated with each other and anti-correlated with control methylation levels and H3K27me3 (Figure 3—figure supplement 1C), this analysis shows that CGIs with very low levels of methylation and enriched for H3K4me3 in open chromatin are the least susceptible to methylation gain.

We next examined the distribution of H3K4me3 and H3K27me3 at transcription start sites (TSSs) for DMRs and non-DMRs and found DMRs were substantially enriched for H3K27me3 and depleted of H3K4me3 (Figure 3E). Moreover, in the ectopic Dnmt3b livers, we found no net effect on H3K4me3 at DMR promoters, but a depletion of H3K27me3 (Figure 3E). For example, CGIs overlapping *Hmx2* and *Hmx3* both gained DNA methylation, and H3K27me3 decreased around these loci (Figure 3F). In contrast, the promoter CGI of *Bbu3* was completely protected and showed enrichment for H3K4me3. These dynamics suggest that regions with H3K4me3 enrichment remain protected from gain of DNA methylation despite high levels of ectopic DNMT3B, in agreement with previous studies (Zhang et al., 2010). In contrast, regions that have H3K27me3 are normally unmethylated, but are generally more susceptible to aberrant methylation.

### Hypermethylation is rapidly induced at H3K27me3-enriched CGIs in MEFs

Previous results have demonstrated that DNA methylation and H3K27me3 are mostly anti-correlated at CGIs, at least within the steady state of continuously renewing cell lines (Brinkman et al., 2012). For instance, in HCT116 cells, regions that have gained DNA methylation compared to normal colon tissue show a clear depletion of H3K27me3 (Brinkman et al., 2012; Statham et al., 2012). We therefore wanted to utilize our system to identify the series of events that led to the regulatory switch from facultative silencing through H3K27me3 to perhaps more stable repression by DNA methylation. To do so, we performed a set of experiments in mouse embryonic fibroblasts (MEFs) isolated from E13.5 transgenic embryos for improved experimental control and higher temporal resolution. We induced *Dnmt3b* expression in MEFs for one and seven days (1 d and 7 d) and profiled them using RRBS (Figure 4A). The overall number of hypermethylated CGIs was comparable to our in vivo samples (*n* = 908 and 3,160 for 1 and 7 d, respectively, FDR *q*-value <0.05 and gain of methylation ≥0.2). Within one day of induction, a large number of CGIs gained methylation, and both the number and methylation level continued to increase after longer exposure (Figure 4B). Our in vivo observations indicate that the target spectrum of DNMT3B appears to be largely dictated by gene expression and the underlying presence or absence of H3K4me3 and H3K27me3. 

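Chromatin state at promoters was taken from ChIP-seq of uninduced MEFs, fibroblasts grown from mouse embryos, after 7 d in culture, and expression from RNA-seq of the 3 control MEF samples of the same time point. The authors aligned the ChIP-seq reads to the mm9 build of the mouse genome with Bowtie 2, called peaks with MACS2 and deposited 1 peak list for each mark. For H3K27me3, the reads of 2 libraries were pooled before 18217 broad peaks were called, with a median length of 876 bp and a median fold enrichment over the local background of 1.52. For H3K4me3, 23759 narrow peaks were called from 1 library, with a median length of 1261 bp and a median fold enrichment of 26.6 at the summit. Neither list has replicates that can be compared, and the peak lists do not give the number of reads behind them, so the depth is unknown. Expression was computed from the deposited read counts per gene as FPKM, with the exonic length of the gene and the total count of the sample as denominators. Genes were called highly expressed at a mean FPKM of at least 10 over the 3 control samples, which is the cutoff the paper states for MEFs in its motif methods, since it states none for Figure 4C. This cutoff gave 5469 highly and 32114 lowly expressed genes. The promoter was the 500 bp on each side of the 5′ end of the gene, and it carried a mark when at least 1 bp of it was covered by a peak. As in the paper, promoters that overlapped a CpG island were classified as HCPs and the rest as LCPs. A search of the mm9 sequence for segments over 200 bp with a GC content over 0.5 and an observed to expected CpG ratio over 0.6 found 26810 islands, which made 13600 genes HCP-directed and 23983 LCP-directed. Every gene with a promoter on the assembled sequence was counted, whether or not RRBS covered it, because the methylation calls are not in the files analysed here.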

To explore this further, we classified genes into highly and lowly expressed, and then examined the incidence of DMRs at their promoters depending on their chromatin status, specifically the presence of H3K4me3, H3K27me3, both/bivalent or neither (Figure 4c, Figure 4—figure supplement 1A). 

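Of the 4321 highly expressed HCP-directed genes, 4297 had an H3K4me3 peak at the promoter, which is 99.4% (Wilson 95% interval 99.2 to 99.6). H3K4me3 without H3K27me3 was found at 4265 of them, or 98.7% (Wilson 95% interval 98.3 to 99.0). Both marks were present at 32 promoters, H3K27me3 alone at 6 and neither mark at 18. An H3K27me3 peak, with or without H3K4me3, lay at 38 promoters of highly expressed HCP-directed genes (0.88%) and at 1457 of the 9279 lowly expressed ones, which is 15.7% (Wilson 95% interval 15.0 to 16.5). Across genes, which are not independent replicates, this difference corresponded to an odds ratio of 21.0 (Fisher's exact test, p = 3.7e-201). These shares have no replicate error, because each mark has a single peak list. When all promoters were counted whatever their CpG density, the share of highly expressed genes with an H3K4me3 peak was 90.9%, the lowest under any alternative. The share of lowly expressed genes with an H3K27me3 peak moved most when the cutoff was lowered to a mean FPKM of at least 1, to 29.5%. The paper reports H3K4me3 at most promoters of highly expressed HCP-directed genes. From the few that gained methylation, it describes these genes as generally protected from de novo methylation. The methylation calls behind this description are not in the files analysed here.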

Most highly expressed HCP-directed genes (2,378/2,485) were enriched for H3K4me3 and were generally protected from de novo methylation: no genes from this group gained methylation after 1 day, and only 1% showed any change in methylation after 7 days of induction. Lowly expressed HCP-directed genes also remained protected from methylation as long as they were enriched for H3K4me3. Alternatively, silent bivalent and K27me3-only HCPs were methylated early with 9% and 29% of loci on day 1 and 62% and 96% at day 7, respectively. For genes with neither H3K4me3 nor H3K27me3, 9% of highly expressed genes and 72% lowly expressed genes gained promoter methylation by day 7. These results strongly support our previous in vivo conclusions that ectopic *Dnmt3b* is only able to target the promoters of lowly expressed genes, especially those enriched for H3K27me3. Similar results were also observed for genes with LCPs (Figure 4—figure supplement 1A).

**Figure 4.**
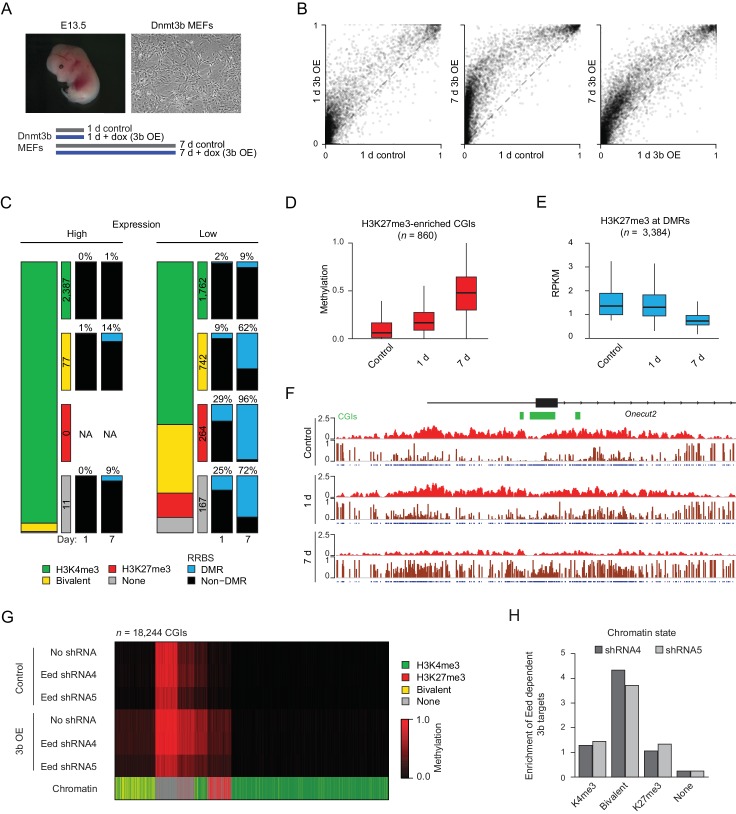
*Dnmt3b* induced hypermethylation co-occurs with and eventually displaces H3K27me3. (**A**) Inducible mouse embryonic fibroblasts (MEFs) were isolated from E13.5 embryos. To minimize the effect of cell culture and study early dynamics, we used a short (one day: 1 d) and extended (seven day: 7 d) induction and collected time-matched uninduced controls. (**B**) Scatter plot showing the pairwise comparison of CGI methylation (*n* = 14,513) in control and induced MEFs (1 d and 7 d). (**C**) Correlation of differential methylation after 1 d and 7 d dox with gene expression, H3K4me3 and H3K27me3 status for HCPs in MEFs. Stacked bar plots show the division of CGIs by their chromatin state with color-coded boxes labeling the number of CGIs in each category. The boxes to the right show a representation of the percentage of CGIs methylated after 1d and 7d induction. (**D**) Boxplots showing the distribution of DNA methylation levels for all CGIs that are enriched for H3K27me3 (based on the ChIP-BS-seq data; not necessarily DMRs), from MEFs overexpressing Dnmt3b for 1 d and 7 d. Boxes display the interquartile range and whiskers extend to the most extreme data point that is no more than 1.5 times the interquartile range; the bold line indicates the median value. (**E**) Boxplots showing H3K27me3 enrichment at significant CGI-DMRs in MEFs after inducing Dnmt3b for 1 d and 7 d using ChIP-BS-seq data. Boxes display the interquartile range and whiskers extend to the most extreme data point that is no more than 1.5 times the interquartile range; the bold line indicates the median value. (**F**) IGV genome browser tracks for H3K27me3 and ChIP-BS-seq data at a representative genomic region (chr18: 64,488,248–64,511,818) in control and induced (1 d and 7 d) MEFs. (**G**) Control and Dnmt3b overexpression (3b OE) MEF samples were profiled by RRBS in the presence of no shRNA and two different shRNAs targeting the PRC2 component Eed. The heatmap displays mean methylation over all covered CGIs. For each CGI, the chromatin status for H3K4me3 and H3K27me3 is displayed. The Eed shRNA was introduced into WT MEFs before 3bOE was induced via lentiviral transduction. (**H**) For dox-treated samples, the genomic location of 3b OE targets that are not methylated when a given Eed shRNA is also present compared to the background distribution of CGIs in each category.

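Among HCP-directed genes of control MEFs, the division by chromatin state depended on expression. In the lowly expressed class of 9279 genes, 7326 promoters had H3K4me3 only (79.0%, Wilson 95% interval 78.1 to 79.8) and 1084 had both marks (11.7%, Wilson 95% interval 11.0 to 12.4). H3K27me3 only was found at 373 promoters (4.02%) and neither mark at 496 (5.35%). In the highly expressed class, the corresponding shares were 98.7% with H3K4me3 only, 0.74% with both marks, 0.14% with H3K27me3 only and 0.42% with neither mark. Divided further by expression, H3K27me3 peaks lay at 39.3% of the 1100 HCPs without any read count in the controls and at 26.1% of the 3191 with a mean FPKM between 0 and 1. Between 1 and 10 FPKM, the share was 3.83% of 4988 HCPs. The Wilson intervals of these groups did not overlap. Among highly expressed HCPs, the share was 0.68% between 10 and 100 FPKM (Wilson 95% interval 0.47 to 0.98). At 100 FPKM or more it was higher again, at 3.35% of 328 HCPs (Wilson 95% interval 1.88 to 5.90). H3K4me3 peaks rose from 60.6% of HCPs without counts to 99.4% of those between 1 and 10 FPKM. The share of lowly expressed HCPs with H3K4me3 only moved most with a cutoff of 1 in place of 10 FPKM, to 59.5%, with both marks at 21.0%. The share with both marks moved most with the more significant 50% of the peaks of each mark, to 1.13%, and the share with neither mark with islands called in sliding windows, an alternative chosen after seeing the data, to 25.4%.

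**Figure D1:**
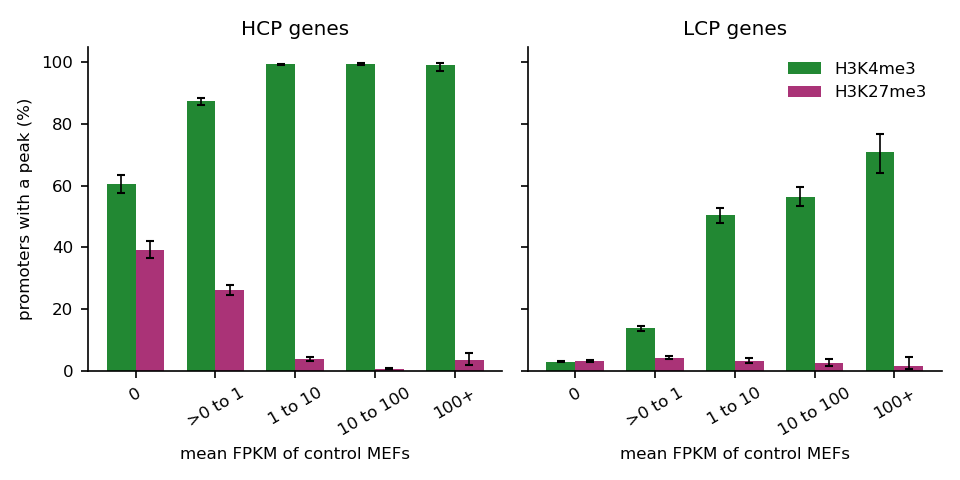
Percentage of promoters overlapped by an H3K4me3 or H3K27me3 peak in control MEFs (y axis), by the mean FPKM of 3 control RNA-seq samples (x axis), for HCP-directed genes on the left and LCP-directed genes on the right. Error bars are Wilson 95% intervals. In HCPs, H3K27me3 falls from 39.3% without counts to 3.83% between 1 and 10 FPKM, while H3K4me3 rises from 60.6% to 99.4%. H3K27me3 is at 0.68% of HCPs between 10 and 100 FPKM and at 3.35% at 100 FPKM or more.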

**Figure 4—figure supplement 1.**
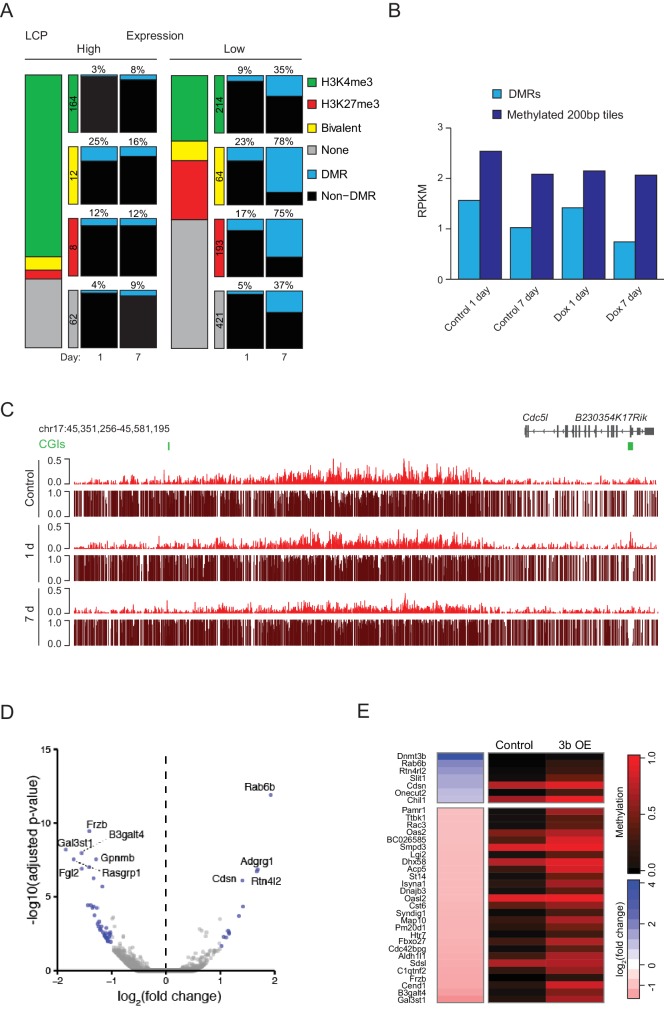
Ectopic Dnmt3b expression in MEFs. (**A**) Correlation of DMRs to gene expression status, H3K4me3 and H3K27me3 enrichment in MEFs (1 d and 7 d dox) for all captured low CpG-density promoters (LCPs). (**B**) For DMR CGIs and 200 bp tiles that were highly methylated in the 1 d control sample (mean methylation >0.8), H3K27me3 enrichment for control and Dnmt3b overexpression 1 d and 7 d MEFs is displayed. (**C**) Browser shot displaying H3K27me3 enrichment and DNA methylation levels from each immunoprecipitated read (ChIP-BS) for control and induced MEFs. Globally, a small depletion in H3K27me3 was observed after 7 days in culture for both control and induced MEFs, however backgroud (non DMRs) with both H3K27me3 and DNA methylation in control cells showed no further gain in methylation and therefore no distinct depletion as is observed at DMRs (Figure 4F). (**D**) Volcano plot of RNA-seq data showing expression changes in MEFs after 7 d induction. Differentially expressed genes (adjusted *P*-value <0.05, fold change ≥1) are highlighted in blue. (**E**) Expression fold change (Dnmt3b OE vs. control) and promoter DNA methylation for up/downregulated genes in MEFs after 7 d dox. For genes with multiple promoters corresponding to multiple transcription start sites, the site with lowest methylation is shown.

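Low CpG-density promoters carried H3K4me3 less often than HCPs. Of the 1148 highly expressed LCP-directed genes in control MEFs, 664 had an H3K4me3 peak only (57.8%, Wilson 95% interval 55.0 to 60.7) and 457 had neither mark (39.8%, Wilson 95% interval 37.0 to 42.7). Both marks were present at 13 of these promoters and H3K27me3 only at 14. Of the 22835 lowly expressed LCP-directed genes, 20079 had neither mark (87.9%, Wilson 95% interval 87.5 to 88.3). H3K4me3 only was found at 1970 (8.63%), H3K27me3 only at 589 (2.58%) and both marks at 197 (0.86%). With only the more significant 50% of the peaks of each mark, which moved the shares of the highly expressed class most, 35.9% of these genes had H3K4me3 only and 63.4% had neither mark. All annotated genes of this kind were counted here, while the panel shows those captured by RRBS.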

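Of the genes labelled in the panels of up- and downregulated genes, 5 upregulated and 28 downregulated genes besides Dnmt3b were found by their symbol in the annotation. In edgeR's quasi-likelihood test, all 5 had a positive and all 28 a negative log2 fold change, and every induced sample lay on the same side of every control sample for each of them. The paper called these genes changed from the same RNA-seq, so this result was largely fixed by their selection and is not independent support. The log2 fold changes ranged from 1.88 to 3.44 for the upregulated genes (median 2.67) and from -7.97 to -1.39 for the downregulated genes (median -2.21). None had an edgeR adjusted p-value under 0.05, the smallest being 0.333. With 3 samples against 3, the exact permutation test of each gene gave p = 0.1, the smallest it can give. Gal3st1 on chromosome 11 had a log2 fold change of -4.29 (standard error 0.54, edgeR adjusted p = 0.333) and Cdc42bpg on chromosome 19 of -1.53 (standard error 0.18, edgeR adjusted p = 0.333). Ttbk1 on chromosome 17 had 29, 56 and 13 counts in the controls and 0 in each induced sample. With DESeq2, the alternative that moved the calls most, all 33 genes passed both thresholds, and with its prior on fold changes 32 did. DESeq2 is also the tool the paper names for its differential expression, so these calls are not independent of the selection. In control MEFs, all of these genes were below the cutoff of 10 FPKM, Cdc42bpg only just, with a mean of 9.995. Of the 28 downregulated genes, 17 were HCP-directed, 20 had an H3K4me3 peak and 6 an H3K27me3 peak at the promoter. The H3K27me3 peak at St14, on chromosome 9, had a fold enrichment of 117, against a median of 1.52 over all H3K27me3 peaks. It belongs to a group of very high peaks on that chromosome whose origin remains open. Of the 5 upregulated genes, 4 were HCP-directed and 3 had both marks. The promoter methylation shown in the same panel is not in the files analysed here.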

**Figure 4—figure supplement 2.**
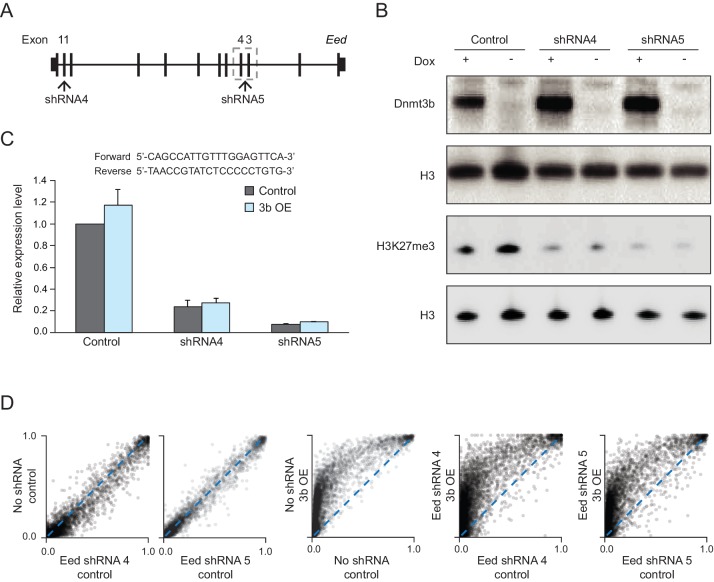
*Eed* knockdown in MEFs. (**A**) Schematic for the target design of two shRNAs against the Eed transcript. Both shRNA4 (exon 11) and shRNA5 (exon 3 and 4) were cloned into the pSicoR-ef1a-GFP vector. (**B**) Western blot analysis for DNMT3B and H3K27me3 in control and *Dnmt3b* MEFs (7 d dox) expressing the Eed shRNAs. (**C**) RT-qPCR analysis for Eed transcript levels in control and Dnmt3b OE MEFs expressing the shRNAs. Data are represented as mean ±standard deviation. Primer sequences are shown underneath. (**D**) Scatter plots showing DNA methylation levels of CGIs (*n* = 13,357) in control MEFs and MEFs expressing the Eed shRNAs as well as MEFs that contain both the shRNA and inducible Dnmt3b.

### DNMT3B-induced methylation transiently co-occurs with H3K27me3

Prior results indicate that DNA methylation and H3K27me3 are typically non-overlapping at CGIs, and diminished H3K27me3 with a simultaneous gain of intermediate levels of DNA methylation could indicate either transient co-occurrence of both modifications at the same nucleosome or heterogeneity within the population. To investigate the sequence of events that leads to gain of DNA methylation and loss of H3K27me3, we performed H3K27me3 ChIP-bisulfite-sequencing (ChIP-BS-seq) on MEFs prior to and following ectopic Dnmt3b expression (Brinkman et al., 2012; Statham et al., 2012). Although H3K27me3 enrichment appeared globally reduced in the control MEFs after seven days (Figure 4—figure supplement 1B), dox-induced samples demonstrated further depletion of H3K27me3 specifically at DMR-CGIs concurrent with gain of de novo methylation, while control (not CGI, methylated) regions remained enriched (Figure 4—figure supplement 1C). H3K27me3-containing chromatin showed widespread gain of methylation at day 1 that increased to a higher level on day 7 (Figure 4D–F). As such, DNMT3B can engage targets with H3K27me3 and methylate the surrounding DNA, which may eventually interfere with H3K27me3 maintenance and trigger its subsequent loss.

Since ectopic *Dnmt3b* expression mostly targets already silent loci, we had expected minimal effects on the transcriptional program as long as cells are not changing their cellular state. To test this, we performed RNA-seq on MEFs after induction (7 d) and in matched control cells (Figure 4—figure supplement 1D). 

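RNA-seq was performed on 3 induced and 3 control MEF samples, all collected after 7 d, and the induced cells overexpress Dnmt3b from a transgene that doxycycline (dox) switches on. The authors aligned the reads to mm9 with Tophat 2 and Ensembl gene models, counted them per gene with featureCounts and deposited the counts without normalization. With the default options, which the files record, featureCounts leaves out reads that align to several places or overlap more than 1 gene, so genes with near-identical copies can be undercounted. The files list 37620 genes. In the controls, 37051625, 52970609 and 42743956 reads were counted on genes in replicates 1 to 3 (median 42743956), and in the induced samples 51135510, 38581059 and 41694320 (median 41694320). At this depth, 3 reads correspond to between 0.057 and 0.081 CPM (counts scaled to the library size). The counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with group as the only factor, on the 15176 genes that passed edgeR's filter on low counts. DESeq2, the tool named in the paper, was run as an alternative. Control replicates 1 and 2 were the most similar pair, with a chi-square statistic of 3.68 per gene against 24.2 to 409 for the other pairs. Sampling noise alone would give about 1, so they were kept as separate samples. The statistic cannot tell whether these libraries came from separate cultures. The first principal component, with 56.6% of the variance, separated replicate 3 of both groups from the other 4 samples. The spread between replicates within a group was therefore larger along this component than the difference between the groups.

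**Figure D2:**
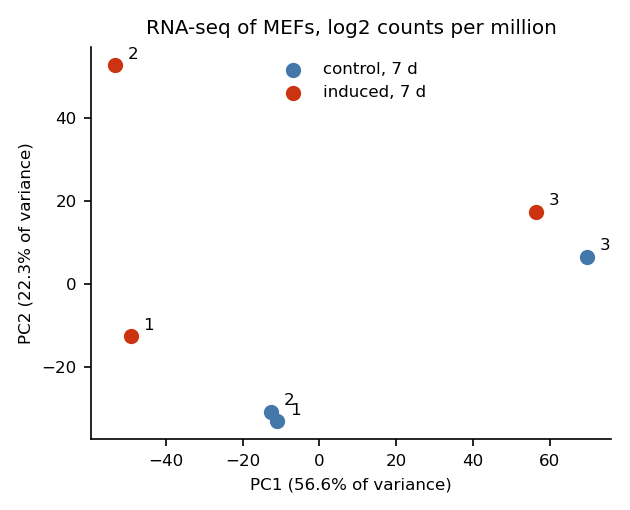
The 6 RNA-seq samples on the first 2 principal components of the log2 CPM of 15176 genes, in arbitrary units, with the share of variance on each axis. Blue points are control and red points induced MEFs, and the numbers are the replicate numbers. Replicate 3 of both groups lies to the right, at 69.7 and 56.3, and the other samples lie between -53.3 and -11.0.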

As expected, transcriptional changes were minimal. 

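Among the 15176 genes tested, Dnmt3b was the only gene with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene lies on chromosome 2 of mm9 from 153475186 to 153513466. Reads from the Dnmt3b cDNA of the transgene and from the endogenous gene cannot be told apart in these counts. Its TMM-normalized CPM were 188 ± 25.9 (SD, n = 3) in induced and 6.58 ± 0.75 (SD, n = 3) in control MEFs, a log2 fold change of 4.84 (standard error 0.17, edgeR adjusted p = 7.8e-04). Every induced sample had more counts than every control sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Leaving out each sample in turn kept the log2 fold change of Dnmt3b between 4.72 and 4.93. The smallest adjusted p-value of any other gene was 0.333 in edgeR's test. The samples share replicate numbers in the labels, so their deviations from the group means were compared across genes. The correlation of these deviations averaged 0.56 for the 3 pairs with the same number (0.32 to 0.79) and -0.25 for the 6 pairs with different numbers (-0.70 to 0.58). Deviations cancel out within a group, so these means are not independent. Only replicate 3 paired clearly (0.79). Control replicate 2 correlated more with induced replicate 1 (0.58) than with induced replicate 2 (0.32), so the values do not separate numbers 1 and 2. With the replicate number as a block in the edgeR fit, a pairing taken from the labels, the smallest adjusted p-value of a gene other than Dnmt3b was 0.162, and the log2 fold change of Dnmt3b was 4.83 (edgeR adjusted p = 0.0046). The Dnmt3b estimate moved most under DESeq2 with a prior on fold changes, to 4.21. From the small number of genes that it finds changed, the paper concludes that transcriptional changes were minimal, which it had predicted because ectopic Dnmt3b mostly targets loci that are already silent.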

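At an adjusted p-value under 0.05 and a fold change over 2, edgeR's quasi-likelihood test called 0 genes downregulated and 0 genes upregulated in induced MEFs, Dnmt3b not counted. The fit with the replicate number as a block also gave 0 and 0. Leaving out each of the 6 samples in turn, using other normalizations or filters, or dropping the fold change threshold did not change these counts. The alternative that moved them most among those set in advance was DESeq2 with maximum likelihood fold changes, which called 77 genes downregulated and 26 upregulated. With a normal prior on fold changes, as in older versions of DESeq2, 44 genes were downregulated and 13 upregulated. DESeq2 with the replicate number as a block, a fit chosen after seeing the data, called 236 and 40. Of the 103 genes called by DESeq2 with maximum likelihood fold changes, 101 had all induced samples on the same side of all control samples. The spread between replicates was large, with a common biological coefficient of variation of 33.8% in edgeR. In counts simulated with the dispersions of these genes, edgeR recovered 118 of 200 genes changed by a log2 fold change of 2, with 6 false calls, and DESeq2 recovered 163 of 200, with 59 false calls. The simulated samples were independent, whereas the real samples of replicate 3 deviated together in both groups. These numbers of recovered genes and false calls therefore need not hold for the real data.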

Altogether, we saw only 39 genes that were significantly downregulated and 13 genes that were upregulated upon Dnmt3b overexpression (adjusted *P*-value <0.05, fold change >2), not including Dnmt3b itself. 

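Rab6b (ENSMUSG00000032549) lies on the plus strand of chromosome 9 of mm9 from 103014404 to 103087600 and encodes a small GTPase of the RAB family. Its promoter, from 103013904 to 103014904, is an HCP and was overlapped by both an H3K4me3 and an H3K27me3 peak in control MEFs, the latter with a fold enrichment of 1.25. In the RNA-seq, 130, 99 and 166 reads were counted on Rab6b in the controls and 955, 825 and 677 in the induced samples. The TMM-normalized CPM were 3.01 ± 1.00 (SD, n = 3) in control and 19.2 ± 3.44 (SD, n = 3) in induced MEFs. The log2 fold change was 2.67 (standard error 0.31, adjusted p = 0.333 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is a fold change of 6.38. All induced samples exceeded all control samples (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With the replicate number as a block, the log2 fold change was 2.70 (edgeR adjusted p = 0.162). It ranged from 2.42 to 2.84 when each sample was left out in turn. DESeq2 with a prior on fold changes moved the estimate most, to a log2 fold change of 1.92 (standard error 0.23, DESeq2 adjusted p = 1.2e-12), a fold change of 3.79. Ordered by log2 fold change, Rab6b was 13th of the genes tested by edgeR and 1st with the DESeq2 prior, Dnmt3b not counted.

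**Figure D3:**
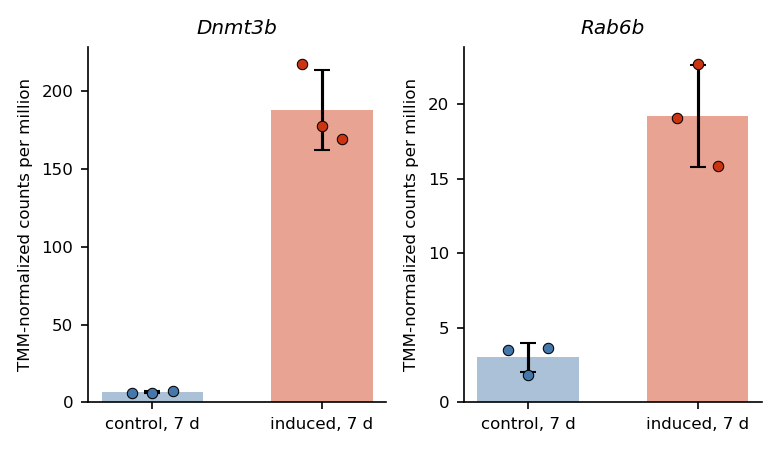
TMM-normalized CPM of Dnmt3b (left) and Rab6b (right) in control and induced MEFs after 7 d, on linear axes that start at 0. Bars are means, error bars the SD and points the 3 samples of each group. For Rab6b the controls lie between 1.87 and 3.67 and the induced samples between 15.8 and 22.7.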

Interestingly, the most highly upregulated gene was *Rab6b*, an oncogene, which was upregulated almost 4-fold upon *Dnmt3b* overexpression. Most downregulated genes gained methylation at their promoters; however, no clear correlation between DNA methylation level changes at the promoter and gene expression was observed for upregulated genes (Figure 4—figure supplement 1E).

### Knockdown of Eed has a limited impact on MEF CGI hypermethylation

Given that H3K27me3 does not appear to obstruct ectopic Dnmt3b activity at target loci, we wanted to investigate the alternative possibility of H3K27me3 or PRC2 being involved in ectopic DNMT3B recruitment. We used two independent shRNAs to knockdown Eed, an essential core component of PRC2, in MEFs before inducing ectopic Dnmt3b expression for seven days (Figure 4—figure supplement 2A–C) and collecting samples for RRBS analysis. It is important to note that although we were able to reduce H3K27me3 levels by ~10 fold, it was not entirely depleted, meaning that some CGIs within the population of cells could still be modified with H3K27me3. Nonetheless, despite global H3K27me3 depletion, both Eed KD MEF lines still showed widespread CGI hypermethylation that increased to similar mean levels as our prior control MEFs (Figure 4G, Figure 4—figure supplement 2D), suggesting that PRC2 activity may not be essential for ectopic targeting in this context. Upon closer inspection, we found that while one Eed KD (shRNA-4) showed very similar CGI targeting and mean methylation to WT MEFs (no KD: *n* = 5,943, mean = 0.22, shRNA-4: *n* = 5,883, mean = 0.21), the other (shRNA-5) had a slightly reduced impact (*n* = 4,510, mean = 0.16). CGIs that were no longer targeted after Eed KD in dox-treated MEFs (*n* = 647 and *n* = 1,645) showed a ~4 fold enrichment for bivalent chromatin (Figure 4H), raising the possibility that the remaining presence of H3K4me3 may continue to shield CGIs from de novo methylation after the loss of H3K27me3. Together, these findings suggest that H3K27me3 and/or PRC2 are likely not required for inducing CGI hypermethylation in this ectopic Dnmt3b overexpression model, although the complex or its modification appears essential for the targeting of selected CGIs in other contexts (Smith et al., 2017).

### Dnmt3b expression induces local methylation discordance

In the above experiments, we often saw changes in DNA methylation at CGIs on the order of 10–40%. These low to intermediate levels of methylation could be a reflection of cellular heterogeneity or a truly intermediate level of methylation that is present in every cell. In order to distinguish between these two scenarios, we investigated the emergence of DNA methylation at a representative CGI locus that contains 50 CpG sites near the TSS of the *Uncx* gene. We amplified the region from bisulfite converted DNA isolated from induced MEFs, generated amplicon libraries and sequenced these libraries deeply, obtaining between 450,000 and 650,000 reads for each library (Figure 5A). Consistent with previous results, we found a clear increase in DNA methylation at all CpG sites from day 1 to day 7, with median methylation at this locus increasing from 0.02 in the control cells to 0.08 after 1 day of treatment, and to 0.18 after 7 days of treatment. The DNA methylation pattern of the region for 10,000 representative molecules, each likely representing a unique epi-allelic measurement, indicate substantial intermediate methylation within the majority of reads (Figure 5B). The absence of highly methylated fragments argues against discrete cellular heterogeneity. Rather, methylation is observed at multiple CpGs within the locus in each cell, as can be seen from the distribution of per-read (implying per-cell) methylation (Figure 5C). Similar DNA methylation patterns are also observed in tissues overexpressing Dnmt3b (Figure 5—figure supplement 1A).

**Figure 5.**
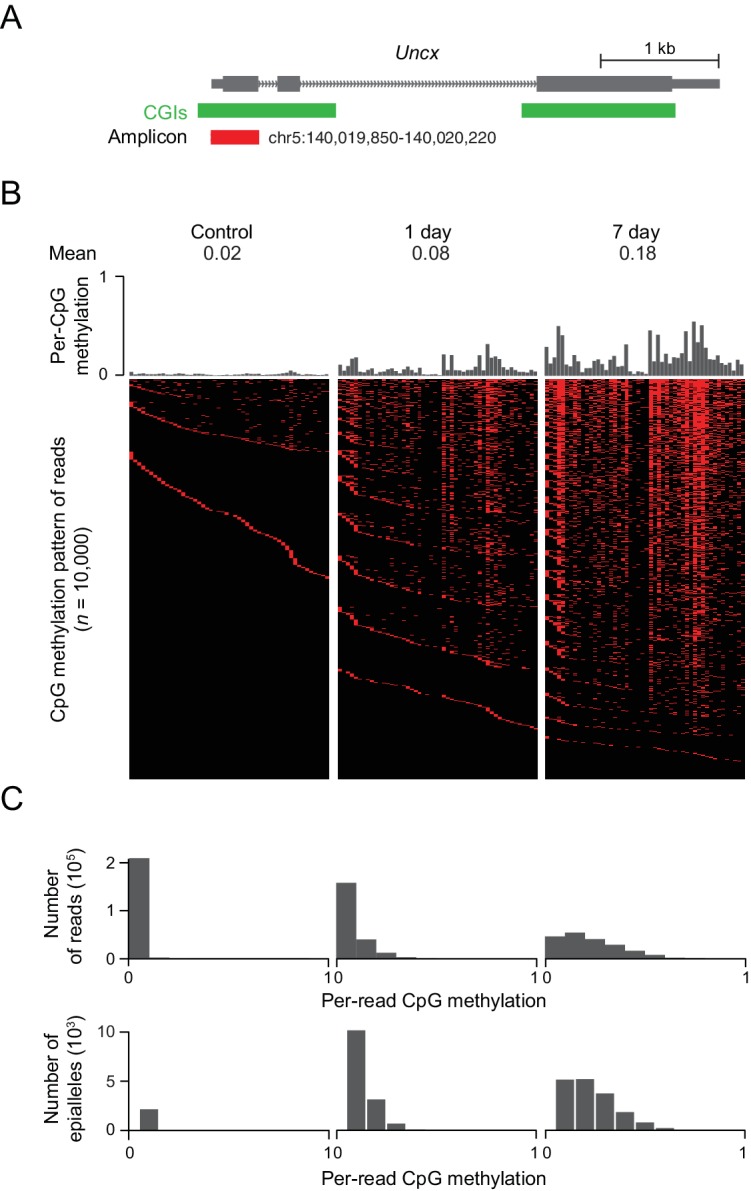
DNMT3B deposits heterogeneous methylation at CGIs. (**A**) We selected the CGI promoter of the *Uncx* gene for ultra-deep bisulfite sequencing. The target amplicon covers 50 CpGs for which the mean methylation levels in control and induced (1 d and 7 d) MEFs are shown. (**B**) Top: Per CpG methylation over the amplicon region (not drawn to genomic scale). Bottom: Heatmap of individual reads (*n* = 10,000 randomly selected) showing the patterns (epialleles) of methylated and unmethylated CpGs within individual molecules. Black indicates unmethylated and red methylated C’s in the CpG dinucleotide context. (**C**) Distribution of per-read methylation and distribution of the number of epialleles across the number of methylated CpGs per molecule for all reads (*n* = 93,636–147,954).

**Figure 5—figure supplement 1.**
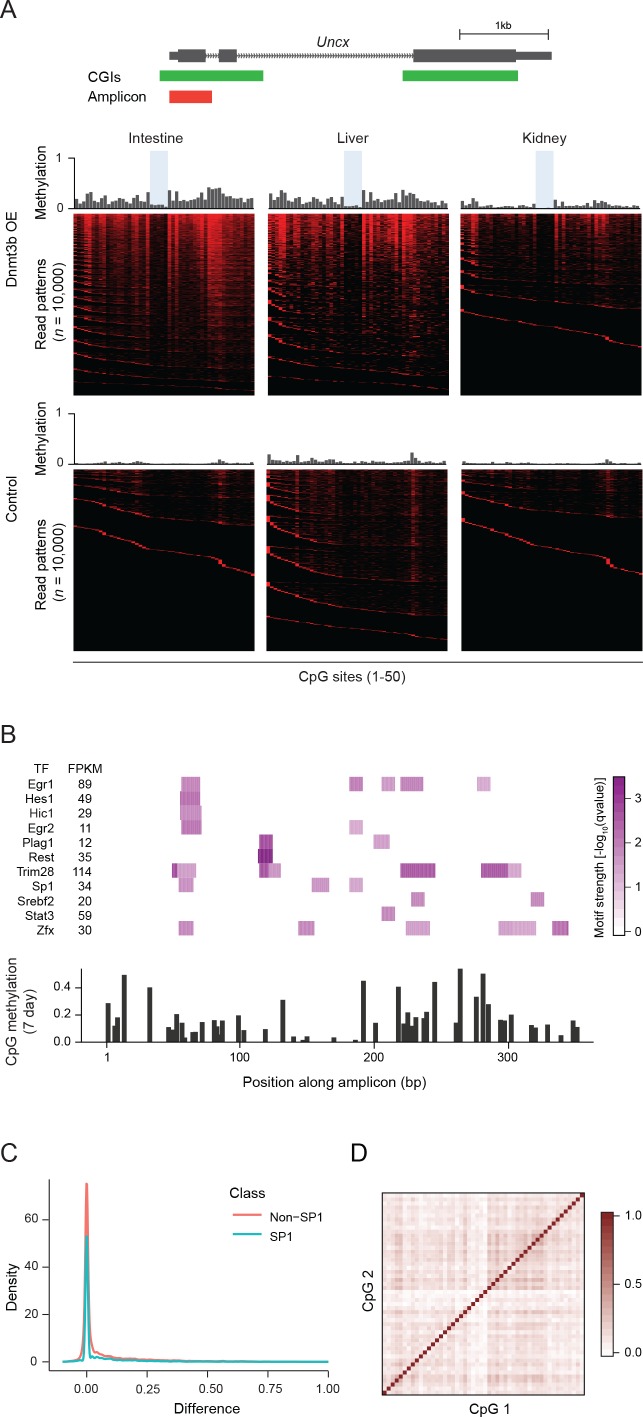
Ultra-deep amplicon-based bisulfite sequencing in mouse tissues and motif analysis. (**A**) Amplicon design for the *Uncx* locus (same as Figure 5a). Mean methylation levels per CpG site (not drawn to genomic scale) of induced (3–6M dox) and control tissues are shown above the heatmaps. Heatmap of individual reads (*n* = 10,000, randomly selected) showing the patterns (epialleles) of methylated and unmethylated CpGs within individual molecules. Black indicates unmethylated Cs and red methylated Cs in the CpG dinucleotide context. Selected CpG sites that show consistent and stable low methylation level in different tissue/cell types are highlighted in blue. (**B**) For the *Uncx* amplicon (from Figure 5a), the level of significance for predicting the presence of a transcription factor motif is displayed (top). Below, the methylation level for each of the 50 CpGs within the amplicon is displayed for MEFs induced for 7 d. (**C**) For CpGs within Sp1 motifs and non-motif CpGs the difference in methylation for control and induced MEFs (7 d dox) is shown. (**D**) Pairwise correlation matrix for CpGs within the amplicon across reads.

To further quantify this phenomenon, we counted the number of epialleles, defined as a mixture of methylation patterns of a group of adjacent CpG sites with variable frequencies in a cell population (Landan et al., 2012). The total number of epialleles increased from 3,207 in the control cells to 14,469 (1 d) and to 16,915 (7 d). It is interesting that the number of epialleles increases substantially after the first day of treatment, but then seems to level off as methylation continues to increase. We would expect that the number of epialleles decreases as the number of methylated CpGs increases beyond 25 (half of the total in the amplicon), but we see a decrease in the number of epialleles even when the number of methylated CpGs is less than 15 (Figure 5C). This decrease in the number of epialleles suggests that, while the initial CpGs methylated are chosen somewhat randomly, subsequent methylation is more frequently placed on CpGs based on the existing methylation pattern. Alternatively, some CpGs may be more stably propagated once methylated, which would effectively limit the diversity of ensuing epialleles as additional CpGs within the locus are modified. Indeed, certain CpG sites within the locus appear more susceptible while others seemed resistant to methylation gain, with the percentage of reads methylated at each specific CpG varying from 2% to 54% across the sequence. Five consecutive CpG sites (#22 to #26) showed extremely low methylation level compared to other CpG sites in MEFs (7 d) (Figure 5A), as well as in intestine and liver (Figure 5—figure supplement 1A). It appears, based on underlying motif analysis, that these CpGs may remain hypomethylated due to the presence of transcription factor binding sites (Figure 5—figure supplement 1B and C). Finally, the preferential gain at certain sites may also be associated with the reported flanking sequence preference for DNMT enzymes (Emperle et al., 2018; Handa and Jeltsch, 2005). In both our control and Dnmt3b overexpressing cells, we noticed reads where only two or a few CpGs were methylated and that these CpGs were rarely in proximity to one another. We therefore looked at the pairwise correlation of CpGs in phase within our amplicon sequencing reads as a function of the genomic distance between them (Figure 5—figure supplement 1D) and observed low correlation levels (maximum 0.37), with neighboring CpGs showing very little coordinated gain in methylation (Figure 5—figure supplement 1D). This indicates that DNMT3B may act focally at each CpG, either by distributive association/dissociation with the DNA, or by a processive (continuous) walk with skipping of CpGs along its path.

### Ectopic Dnmt3b targeting shares only some features with cancer CGI hypermethylation

In order to connect our mechanistic findings to the TCGA results in Figure 1, we explored CGI methylation levels in three cancer types from tissues that match those collected in our study and observed similar trends (Figure 6A). Closer inspection of the mouse data revealed a clear net increase in methylation over the center of liver DMR CGIs, but also a high differential between control and induced samples at the CGI periphery (±2 kb, Figure 6B). CGI shores have previously been shown to be hypermethylated in cancers (Irizarry et al., 2009) and we found several orthologous human tumor suppressor genes or biomarkers that gained methylation at promoter-proximal CGIs and shores when Dnmt3b was overexpressed in mouse tissues (Figure 6—figure supplement 1A). Our genome-wide results also confirm a selected subset of targets that was previously reported in the context of ectopic Dnmt3b expression in *APC^min^* mice, which lead to an increase in adenoma formation (Linhart et al., 2007) (Figure 6—figure supplement 1B). However, we have not performed a long-term induction in wild-type mice to explore whether the hypermethylation alone would be sufficient to trigger precursor lesions or tumor formation.

**Figure 6.**
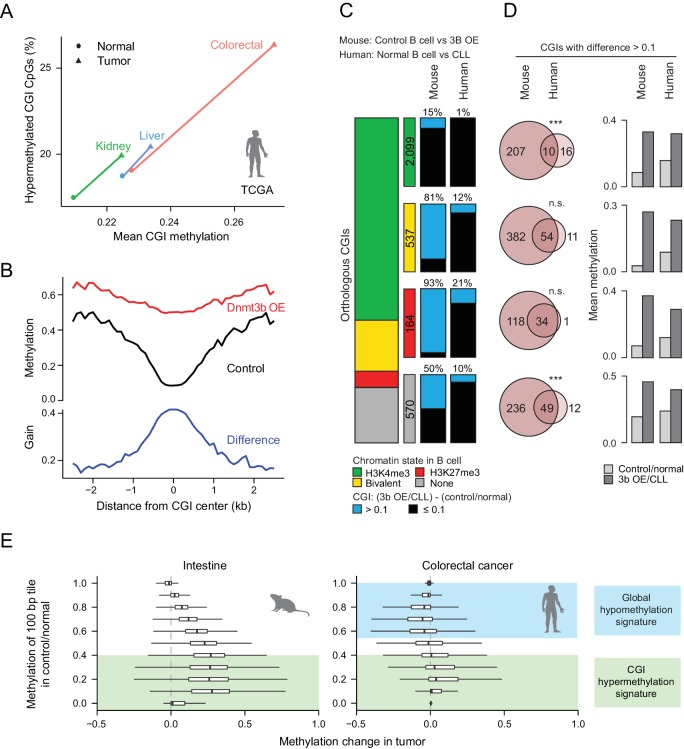
Comparison of features between the ectopic Dnmt3b expression and human cancers. (**A**) Mean CGI hypermethylation in matched human samples (cancer and normal). Tumors show an increase in the mean methylation levels of CGIs (x-axis) driven by an overall increase in the fraction of hypermethylated CpGs (beta value >0) in CGIs (y-axis). Data are based on Illumina Infinium HumanMethylation450 BeadChip profiles generated by﻿ TCGA. (**B**) Composite plot of CGI DMRs in 3b OE (3–6M dox) and control mouse liver demonstrates that targeted methylation within the center of CGIs exhibits a higher net increase from control values than is observed in the periphery (CGI shores). (**C**) For orthologous CGIs that showed matched chromatin modification in both human and mouse normal B cells (*n* = 3,370), the proportion that fall into the categories K3K4me3, bivalent, H3K27me3 and neither are displayed as a stacked barplot with the number in each category displayed in the color-matched box to the right. Within each category, the number of CGIs that gain methylation (>0.1) in mouse 3b OE B cells (0 – 1.5M dox) vs control (left) or human CLL vs normal B cells (right) is displayed. (**D**) For CGIs that gained methylation (>0.1), the number of unique and overlapping CGIs as well as the significance of the overlap based on their hypergeometric distribution is displayed (left). The mean level of methylation for these same CGIs in control/normal and 3b OE/CLL is shown (right). (**E**) Comparison of global DNA methylation changes that occur in human colon cancer and in mouse intestine when *Dnmt3b* is overexpressed. The mean methylation level of 100 bp tiles was calculated for CpGs in control/normal samples (y-axis) and compared to the change in methylation in the dox-treated/cancer sample (x-axis). In colorectal cancer, DNA methylation decreases in hypermethylated regions, while some lowly methylated regions gain methylation. In the mouse 3b OE model, lowly methylated and intermediately methylated regions gain methylation, but the global cancer-specific hypomethylation is not observed.

**Figure 6—figure supplement 1.**
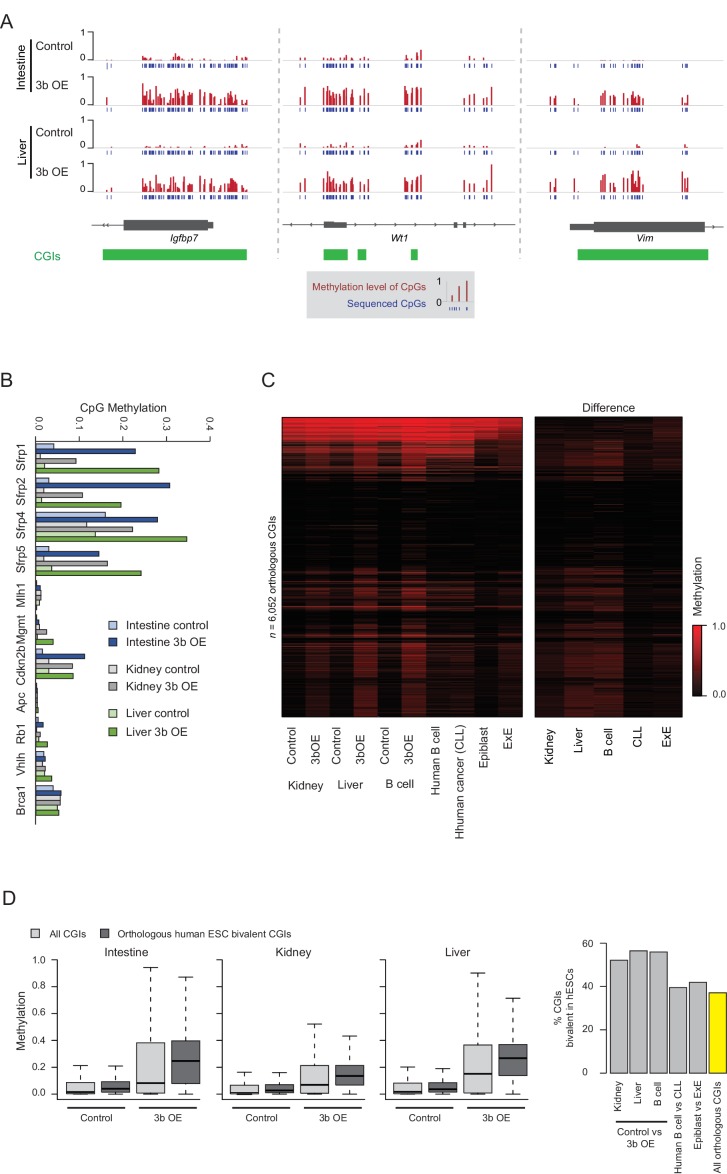
Ectopic Dnmt3b expression shows similarities to cancer CGI hypermethylation. (**A**) IGV genome browser tracks of selected DMRs that overlap with known human tumor suppressor genes/biomarkers in tissues from the ectopic Dnmt3b mice (3 – 6M dox). (**B**) Mean methyation levels for CGI promoters of genes described in (Linhart et al., 2007) (Butcher and Rodenhiser, 2007), a previously described Dnmt3b OE mouse model. (**C**) Heatmap displays mean methylation levels for orthologous CGIs in mouse epiblast, extraembryonic ectoderm (ExE) (Smith et al., 2017) (Court and Arnaud, 2017), control and Dnmt3b overexpression (3b OE) mouse kidney, liver (3 – 6M dox) and B cells (0 – 1.5M dox), and human normal B cells and chronic lymphocytic leukemia (CLL) (Landau et al., 2014) (Gao et al., 2014). (**D**) For the intestine, liver and kidney, boxplots show the level of methylation in control and Dnmt3b overexpression (3b OE, 3 – 6M dox) tissues for all CGIs and for those that map to orthologous human CGIs that are marked with bivalent chromatin in ESCs. These are considered highly targeted across human cancers. The bar plot shows the percentage of CGIs that gain methylation in each respective comparison (difference >0.1) and their enrichment for bivalent human ESC CGIs compared to background.

**Figure 6—figure supplement 2.**
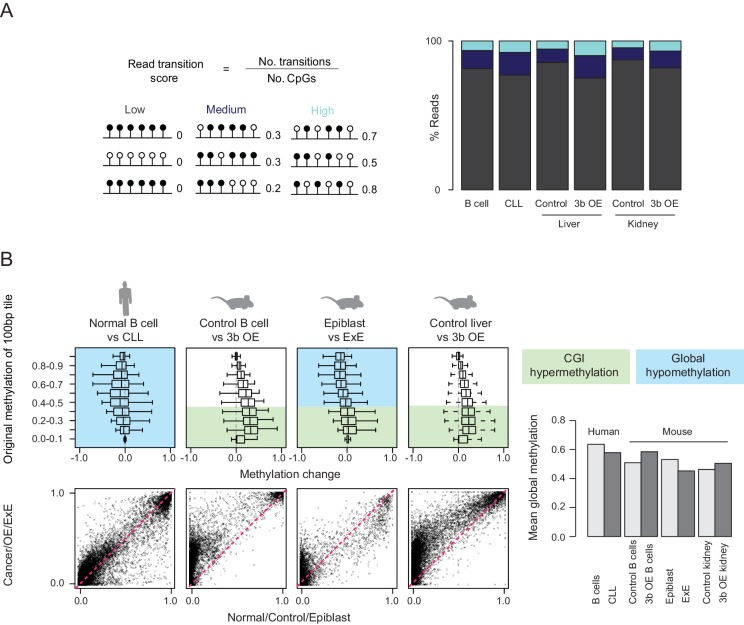
Increased methylation discordance but lack of global hypomethylation in ectopic Dnmt3b tissues. (**A**) The read transition score was calculated according to the formula shown where a ‘transition’ refers to a change in methylation state between neighboring CpGs on the same sequencing read. For RRBS data, each read was scored and the percentage of reads falling into low, medium or high scoring transition states is shown for human B cells, chronic lymphoblastic leukemia (CLL) and mouse control and induced (3–6M dox) liver and kidney. (**B**) Boxplots display methylation levels for 100 bp tiles grouped by their respective control/normal methylation levels. Blue and green shading indicate global hypomethylation and CGI hypermethylation respectively. For human chronic lymphoblastic leukemia (CLL), global hypomethylation is observed, with a small increase at a subset of CGIs. Mouse ectopic Dnmt3b overexpression (3b OE, 3–6M dox) tissues show CGI hypermethylation and the mouse extraembryonic ectoderm (ExE) shows both CGI hypermethylation and global hypomethylation. Below, scatter plots are displayed for all 100 bp tiles. The barplot shows global mean methylation levels for all samples.

We next directly compared methylation levels at orthologous CGIs and noted a general trend of similar CGIs gaining methylation in our ectopic Dnmt3b tissues, chronic lymphocytic leukemia (CLL) and early postimplantation mouse extraembryonic ectoderm (ExE) (Figure 6—figure supplement 1C). These were enriched for CGIs that display bivalent chromatin in human ESCs, which are considered a subset of highly targeted ubiquitous CGIs across human cancers (Smith et al., 2017) (Figure 6—figure supplement 1D). Moreover, read level methylation showed an increase in local discordance between nearby CpGs on the same molecule (Figure 6—figure supplement 2A), which has been previously associated with poor outcome in CLL (Landau et al., 2014). However, upon closer inspection of mouse control and Dnmt3b overexpressing B cells to human normal B cells and CLL, we see that the majority of bivalent (81%) and H3K27me3-only (93%) CGIs are targeted by ectopic Dnmt3b, while only 12% and 21% are targeted in CLL, rendering the overlap high, but significance low (Figure 6C). This extreme difference may be linked to the fact that our comparison included the most highly methylated induced tissue (B cells, Figure 1C) and a relatively hypomethylated cancer, and may not be as pronounced for a different tissue. Overall, we conclude that even though the ectopic system methylates a large proportion of cancer targets (84% orthologous CLL CGIs in total), this may in part be due to the high expression levels of Dnmt3b rather than a shared mechanism. This is also reflected in the higher levels of differential methylation per CGI in Dnmt3b overexpressing B cells compared to CLL (Figure 6D).

Furthermore, while our system showed an overall increase in methylation at 100 bp tiles regardless of the original methylation level (but highest for tiles with low to intermediate original methylation), the distribution of methylation changes in colorectal cancer (TCGA) showed similar increases at lowly methylated genomic regions, but a loss of methylation at intermediate and highly methylated genomic regions, in keeping with the general global hypomethylation reported in cancer (Figure 6E). This also held true for CLL (RRBS) and ExE, which also both display global hypomethylation (Figure 6—figure supplement 2B). Together, these features suggest that our ectopic system shares some common targets and possible mechanisms with human cancer, including preferential targeting of CGIs that have H3K27me3 or bivalent chromatin. However, it does not fully recapitulate the global methylation trends that characterize the cancer methylome.

## Discussion

In mammals, somatic cell types generally maintain a highly methylated genome with the exception of CGIs that remain constitutively unmethylated regardless of identity and expression state (Smith and Meissner, 2013). Even during the massive wave of de novo methylation in the early postimplantation epiblast, where Dnmt3a and Dnmt3b are very highly expressed, the unmethylated state of CGIs is preserved (Smith et al., 2017). Following global remethylation of the genome, DNMT3B activity is subdued and DNMT3A appears generally responsible for the more local dynamics at distal *cis*-regulatory elements in later developmental transitions. In contrast, a notable fraction of human cancers show deregulated DNMT3B expression. With little known about the consequence of elevated abnormal activity on the genome or cell physiology, we utilized an inducible mouse model to derive a set of general rules that help predict the possible targets and downstream effects.

Specifically, we found that DNMT3B preferentially targets CGIs near silent gene promoters, which tend to be enriched for H3K27me3, a repressive histone modification catalyzed by PRC2. Our results also show that de novo methylation by ectopically expressed Dnmt3b can transiently co-exist with H3K27me3-modified histones, although H3K27me3 appears to be lost as DNA methylation continues to increase, which raises some interesting and mechanistically relevant questions. Although a CpG-density-dependent effect has previously been suggested (Brinkman et al., 2012), our *Uncx* CGI amplicon demonstrates a modest but population-wide increase that is targeted to distinct CpGs in different cells, making it unclear how such a minor increase in epigenetic signal could obstruct PRC2. Alternatively, the increased frequency of ectopic DNMT3B enzyme contacts required for its distributive activitymay interfere with PRC2 or somehow limit its H3K27me3 maintenance function. In this scenario, all DNMT3B isoforms, including catalytically inactive DNMT3B3, may be sufficient to cause depletion of H3K27me3. There is some evidence that non-catalytic DNMT3B isoforms bind DNA and influence the location or activity of binding partners. Specifically, DNMT3B3 has been shown to act as an accessory protein to stimulate gene body methylation (Duymich et al., 2016), aid de novo methylation of target loci in cancer cells and is depleted upon 5-aza treatment (Weisenberger et al., 2004). The lack of H3K27me3 maintenance upon increase in DNA methylation might also be mediated by PRC2 associated proteins. While the core subunits of PRC2 (Eed, Suz12 and Ezh1/2) do not bind DNA (Weisenberger et al., 2004), interaction with DNA is thought to be mediated through associated proteins such as AEBP2, JARID2 or the Polycomb-like proteins (PCLs) (Li et al., 2017). Recently, MTF2 was shown to be essential for PRC2 recruitment in mouse ESCs, with tertiary DNA structure demarcating target versus non-target CGIs (Perino et al., 2018). As MTF2 was further shown to be methylation-sensitive, it is possible that DNMT3B overexpression may interfere with its binding and eventually disrupt H3K27me3 maintenance. Finally, the lack of DNA methylation at H3K27me3 modified CGIs has also been linked to the presence of FBXL10 (also called KDM2B, NDY1, JHM1B, CXXC2) (Boulard et al., 2015). In ESCs, nearly all promoter-CGIs are bound by FBXL10 (Boulard et al., 2015), and deletion in mouse ESCs results in hypermethylation of ~25% usually unmethylated promoter-CGIs that are co-bound with PRC1 and PRC2. Increased methylation of normally unmethylated CGIs was also observed in mouse epiblast upon *Fbxl10*-disruption, further demonstrating its critical role in vivo (Smith et al., 2017; Boulard et al., 2015). Taken together, these results add to our understanding of the complex and multi-layered machinery that preserves the canonical, unmethylated status of CGIs across most somatic cell types.

Despite the ability of Dnmt3b to target CGIs modified with H3K27me3, we found that not every H3K27me3-only CGI was hypermethylated, which is also true for placental progenitors as well as human cancers. While this may be partially due to slightly increased expression of certain CGI promoters, CGI hypermethylation susceptibility likely involves a more intricate regulatory system. To elucidate these mechanisms, we feel much can still be learned from further studying in vitro systems including ectopic Dnmt3b expression and relating them to developmental or disease states where CGIs appear to be methylated as part of a concerted regulatory transition. At present, we do not know whether the observed susceptibility of CGIs to hypermethylation is associated with high ectopic expression in our system or whether Dnmt3b could readily target CGIs even at low expression levels.

Our results suggest that the general increased activity of DNMT3B alone is sufficient for de novo methylation across a characteristic and predictable set of CGIs. However, CGI hypermethylation rarely increases beyond intermediate levels (for instance in liver, 90% of CGIs show less than 20% mean methylation), suggesting a high degree of heterogeneity, which is also found across cancer types (Landau et al., 2014; Smith et al., 2017). In conclusion, we provide several new insights into the underlying mechanisms of aberrant CGI methylation that is a hallmark of most cancers.

## Materials and methods

### Generation of *Dnmt3b* ESCs and transgenic mice

KH2 ESCs were cultured in standard serum/LIF conditions as described previously (Meissner et al., 2009). Targeting of the *Dnmt3b* cDNAs into the *Col1A1* locus of KH2 cells was conducted using the gene targeting kit from *Open Biosystems* based on the original publication (Beard et al., 2006). Briefly *Dnmt3b1* cDNAs were cloned into the pBS31’-RBGpA vector and electroporated (2 pulses at 500 V and 25 μF on Bio-Rad Gene Pulser II) into the KH2 cells along with pCAGGS FLPe recombinase plasmid. Clones with successful integration of the targeting vector were identified though hygromycin (140 μg/ml) selection for 10 days.

To assess induction in the targeted ESCs, 1 mM retinoic acid (Sigma) was added for 6 days to induce differentiation and as a consequence decrease the endogenous *Dnmt3b* expression level.

The *Dnmt3b* targeted ESCs were used to generate mice through diploid blastocyst injections (HSCI Genome Modification Facility). Chimeras were backcrossed to C57BL/6 females (The Jackson Laboratory) to obtain F1 heterozygous transgenic mice. For genotyping, DNA was isolated from tail biopsies and subjected to PCR using primers and conditions as previously described (Beard et al., 2006).

For transgene induction, mice were fed 1 mg/mL doxycycline in the drinking water supplemented with 10 mg/mL sucrose for the specified duration.

### MEF culture and shRNA constructs

MEFs were isolated from Embryonic day (E)13.5 embryos of control and heterozygous *Dnmt3b* transgenic mice and cultured in knockout Dulbecco's modified Eagle's medium (KD DMEM, Life Technologies) supplemented with 10% fetal bovine serum (Seradigm), as previously described (Meissner et al., 2009). Early passage (P3) MEFs were expanded, induced (2 µg/ml) for one or seven days and then collected for analysis (RRBS, amplicon and ChIP-seq).

Two shRNAs, shRNA-4 (GTATGTTTGGGATTTAGAA) and shRNA-5 (GCAACAGAGTAACCTTATA) targeting different exons of *Eed* were cloned into a pSicoR-ef1a-GFP vector for lentivirus production. For the combined knockdown and *Dnmt3b* overexpression experiment, the *Dnmt3b* cDNA was linked to 2A-mCitrine and cloned into the FUW-tetO vector.

### Virus production and infection

Virus was generated by co-transfecting lentiviral constructs, pCMV-dR8.2 viral packaging plasmid, and the pCMV-VSVG viral coat plasmid (Addgene) into HEK293T cells using FuGENE6 reagent (Promega). Supernatants containing virus particles were collected at 48 hr and 72 hr post transfection, and were passed through a 0.45 μm filter. For infection, MEFs were incubated with the viral solutions containing 8 μg/ml Polybrene for 5–7 hr at 37°C. After virus infection for 48 hr, cells were split and dox (2 µg/ml) was added to the cell culture medium. On day 7 post dox induction, the cells with fluorescence were isolated on a BD Biosciences FACSAria II cell sorter. Genomic DNA from cells was extracted for RRBS.

### Tissue harvesting and blood cell sorting

Transgenic *Dnmt3b* heterozygous mice were induced as described above and samples collected after different induction times/windows (see text for details). Tissues (liver, intestine, kidney, muscle, lung etc.) were harvested from at least two independently induced mice (and matching controls) and snap frozen in liquid nitrogen.

The blood stem, progenitor and differentiated cells were purified from control and *Dnmt3b* mice (0 – 3M dox, three biological replicates) as previously described (Bock et al., 2012). Briefly, HSC, MPP1, MPP2, CLP, CMP, GMP and MEP were harvested from the bone marrow of adult mice and stained with combinations of FITC-CD34, PE-Flk2, APC-eFlour780-CD117, APC-Ly-6A/E, Biotin-lineage (Ter119, CD4, CD3, CD8, Mac1, GR1 and IL7ra) with PacificOrange-streptavidin secondary, Percp-Cy5.5-CD16/CD32 and PacificBlue-Il7ra. T lymphocytes (CD4+, CD8+), B-cells, granulocytes and monocytes were harvested from peripheral blood of adult mice and stained using a staining cocktail of PerCpCy5.5-Ter119, FITC-Gr1, Pe-Cy7-Mac1, PacificBlue-CD8, APC-Cy7-B220, APC-CD71, Biotin-CD4 and PacificOrange-streptavidin. Cells with the surface markers used in a previous study (Bock et al., 2012) were sorted on a BD Biosciences FACSAria II cell sorter, and reanalysis showed >98% purity of the isolated cell populations.

### Genomic DNA extraction and RRBS library preparation

Flash-frozen mouse tissues and cell pellets were lysed in 300 – 600 μl DNA lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM EDTA, 10 mM NaCl and 0.5% wt/vol SDS) supplemented with 50 ng/μl DNase-free RNase (Roche) and 1 μg/μl proteinase K (NEB) at 55°C overnight. After phenol:chloroform extraction and ethanol precipitation, DNA was re-suspended in elution buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). 100 ng genomic DNA was used to make RRBS libraries using the methods as previously described (Boyle et al., 2012).

### Hydroxymethylation analysis

To assess hydroxymethylation at selected CpGs, we used the Quest 5-hmC Detection Kit (Zymo Research) according to manufacturer’s instructions.

### Gene expression analysis

For Western blotting analysis, proteins extracted from cultured cells were separated by electrophoresis using NuPAGE 4–12% Bis-Tris gel and transferred to a PVDF membrane using the iBlot Dry Blotting System (Invitrogen). Histone proteins for western blotting were extracted from cell pellets using the protocol as previously described (Shechter et al., 2007). The following antibodies were used for western blotting analysis: anti-DNMT3B (monoclonal, Abcam, ab52A1018), anti-beta ACTIN (polyclonal, Abcam, ab8227), anti-histone H3 (polyclonal, Abcam 1791), anti-H3K27me3 (polyclonal, Millipore 07–449).

For real time RT-qPCR, RNA was isolated from cultured cells or tissues using RNeasy Mini Kit (Qiagen) and treated with DNase. 1 μg RNA was converted to cDNA using the First-Strand cDNA Synthesis Kit (Qiagen). qPCR was performed in triplicates using SYBR Green master mix (Applied biosystems) with gene specific primers listed in the Supplementary file 1. Relative fold changes were determined by the 2−ΔΔCT method. The housekeeping genes *Hprt* and *Pgk1* (QuantiTect primers from Qiagen) were used as internal control for normalization.

For RNA-seq, 100 ng RNA extracted from each tissue and cell type was used to make the libraries using TruSeq RNA Sample Preparation Kit (Illumina). Libraries were sequenced on Bestor (2000) instruments using standard protocol. For expression in sorted blood cells, we used publically available microarray data from Bock et al. (2012).

### ChIP-seq libraries

Liver harvested from *Dnmt3b* mice (0 – 3M dox) were first chopped into fine pieces, then crosslinked with 1% formaldehyde for 15 min at room temperature, quenched with 125 mM glycine for 5 min, and washed with PBS containing protease inhibitor (PI, Roche). The pellets were suspended in cell lysis buffer (1% SDS, 10 mM EDTA and 50 mM Tris-HCl, pH 8.1, PI) and homogenized using the TissueLyser tissue disruption system (Qiagen). The nuclei were further extracted using nuclear lysis buffer (0.1% SDS, 10 mM Tris–HCl, pH 7.5, 1% NP-40, 0.5% sodium deoxycholate, PI), and sonicated on Branson Sonifier (model S-450D) to achieve chromatin fragments ranging 200 and 700 bp. Chromatin was incubated with the H3K27me3 (Millipore 07 – 449) and H3K4me3 antibody (Millipore, 07 – 473) respectively at 4°C overnight. The clean-up step and the library construction method were as previously described (Ziller et al., 2015). The sequencing of libraries was performed on the Illumina HiSeq 2000.

For MEFs, 10 million cells were crosslinked with 1% formaldehyde for 10 min at room temperature, quenched with 125 mM glycine for 5 min, and washed with PBS containing PI. The pellets were first suspended in cell lysis buffer (1% SDS, 10 mM EDTA and 50 mM Tris-HCl, pH 8.1, PI), then in nuclei lysis buffer (0.1% SDS, 10 mM Tris–HCl, pH 7.5, 1% NP-40, 0.5% sodium deoxycholate, PI) to obtain the chromatin. The remaining procedure is the same as described for liver ChIP-seq.

### ChIP-BS-seq library construction

ChIP-BS-seq libraries were generated as previously described (Brinkman et al., 2012) with a few modifications. Briefly, 40 – 80 ng of ChIP DNA was used for preparing ChIP-BS libraries. After end repair, DNA fragments were phenol:chloroform:isoamyl alcohol (25:24:1) extracted and ethanol precipitated. The DNA pellets were dissolved in EB buffer, and then subjected to terminal 3’ adenylation in a 30 µl reaction containing 3 µl of 10x T4 DNA ligase buffer, 2.5 µl of Klenow fragment (Klenow Fragment (3'agmeexo-, NEB) and 1.5 µl of 10 mM dATP. The A-tailing reaction was incubated at 37 ˚C for 30 min followed by 20 min at 65 ˚C. Adapter ligation was conducted directly in the A-tailing reaction by adding Illumina Truseq indexed adapter (1:20 dilution) and T4 ligase (2 million units/ml, NEB). After overnight ligation at 16 ˚C, the ligation reaction was heated at 65 ˚C for 20 min to inactivate T4 ligase. Adapter-equipped DNA fragments were extracted using 1.5X Agencourt AMPure XP beads and subsequently eluted into 20 µl EB buffer.

Bisulfite conversion of the adapter equipped DNA was performed as described previously (Brinkman et al., 2012) and the second round of bisulfite-converted DNA fragments were eluted to 40 µl of EB buffer. To minimize duplicated reads in sequencing results, we performed an analytical PCR experiment to optimize the PCR cycle number with conditions as following: 95 ˚C for 2.5 min, varied numbers of PCR cycles (10, 13, 16, 19) - 95 ˚C for 30 s, 60 ˚C for 30 s, and 72 ˚C for 1 min, followed by 7 min final extension at 72 ˚C. The final DNA libraries were enriched in 8 × 25 µl of PCR reactions each composing of 2.5 µl of 10x PCR buffer, 0.5 µl PfuTurbo Cx Hotstart DNA Polymerase, 1.5 µl of 2.5 µM of Truseq PCR primers, 0.25 µl of 100 mM dNTP, and 3 µl of bisulfite converted DNA. PCR products were purified using a Qiagen MinElute PCR purification kit and the library DNA was eluted to 20 µl of EB buffer.

To remove PCR primer-dimmers and normalize library DNA size ranges across different samples, the eluted DNA was run on a 2.5% NuSieve (3:1) agarose gel and DNA fragments with a size range of 250 – 700 bp was cut and subsequently purified using the Qiagen MinElute Gel purification kit. The final ChIP-BS libraries were quantified using an Agilent Bioanalyzer with a High Sensitivity DNA Chip and pooled equally based on molar concentrations of each library. The sequencing of libraries was performed on the Illumina HiSeq 2000.

### Deep sequencing of amplicons from bisulfite converted genomic DNA

100 ng genomic DNA from MEFs or tissues was treated with bisulfite using EpiTect Fast Bisulfite Conversion Kits (Qiagen). PCR was performed using primers specific for CGIs in the promoter region of Uncx gene with the bisulfite converted DNA as template (forward primer 5'-TGATGTTGATAAAGTAA AGY(C/T)G-3', reverse primer 5'-CTCCAACCTACCTACAAACTTAAA-3'). The PCR products (408 bps) were further purified and ligated to Illumina Truseq indexed adapter (1:30 dilution). The libraries generated from each PCR product were mixed at equal molar concentration and the sequencing was performed on a MiSeq instrument using MiSeq Reagent Kits v2 (Illumina, 2 × 250 cycles).

### Definitions of genomic features

CGIs were defined as genomic regions with GC content greater than 0.5, length greater than 200 bp, and ratio of observed CpGs to expected CpGs greater than 0.6. CGI shores were defined as 2,000 bp upstream and downstream of CGIs, but not overlapping neighboring CGIs.

We used Ensembl transcription start sites applied to the mm9 build (Ensembl release 67) of the mouse genome (Cunningham et al., 2015), and defined promoters as 500 bp and 500 bp downstream of the TSS. Promoters overlapping CpG islands were classified as high CpG density promoters (HCPs), while the rest were classified as low CpG density promoters (LCP).

Repeat annotations were downloaded from the UCSC genome browser site (Kent et al., 2002) and are based on RepeatMasker (Smit AFA).

### TCGA data processing and analysis

All TCGA datasets were generated by the TCGA Research Network (http://cancergenome.nih.gov/).

TCGA mutation and expression data was downloaded using the ‘cgdsr’ R library (http://www.cbioportal.org/cgds_r.jsp) to access the cBioPortal for Cancer Genomics (Cerami et al., 2012; Gao et al., 2014). All non-synonymous changes to the protein sequences were counted as ‘Mutated’. Cases with RNA-seq *z*-score values greater than or equal to three were designated as ‘Upregulated’.

TCGA methylation data from Illumina 450K arrays was downloaded from the Broad GDAC (Broad Institute TCGA Genome Data Analysis Center (2015): Firehose 0.4.4, Broad Institute of MIT and Harvard, doi:10.7908/C15 × 282W).

### RRBS data processing and analysis

Raw sequencing reads were aligned to the mm9 build of the mouse genome using MAQ (Li et al., 2008). As in previous studies we used our custom Python scripts (https://github.com/meissnerlab/zhang_elife_2018; copy archived at https://github.com/elifesciences-publications/zhang_elife_2018) to call methylation at each CpG, computed as the ratio of methylated reads to total reads at that genomic position.

Methylation for a feature was calculated as the median of the methylation of individual CpGs within the feature, weighted by coverage. At least 2 CpGs covered at 5X were required for each feature-level methylation calculation.

Differentially methylated regions were detected by using a weighted t-test (Bland and Kerry, 1998) with CpGs covered at 5x within the region used as the set of samples for each condition. The *t*-test was weighted by the coverage at each CpG. False discovery rate/q-values were computed using the R qvalue package (Storey and Tibshirani, 2003).

For comparison to epiblast and extraembryonic ectoderm, WGBS data was used and only CpGs that overlapped with RRBS-captured CpGs were analyzed.

### ChIP-seq and ChIP-BS data analysis

Raw sequencing reads were aligned to the mm9 build of the mouse genome using Bowtie 2 (Langmead and Salzberg, 2012). Browser tracks were created using igvtools and visualized using the Integrative Genomics Viewer (Robinson et al., 2011; Thorvaldsdóttir et al., 2013). Peak calling was done using MACS2 with standard settings (Zhang et al., 2008). Promoters and CGIs were classified as being marked by H3K4me3 or H3K27me3 if they overlapped with the peaks called from the corresponding ChIP-seq dataset. Reads per kilobase per million mapped reads (RPKM) values were calculated using a custom Python script.

The number of reads for CGIs were calculated using a 1 kb window for H3K4me3 and a 5 kb windows for H3K27me3. The global distribution of read counts was fitted to a Poisson distribution to calculate *P*-values, and *q*-values are calculated using the R qvalue package (Storey and Tibshirani, 2003).

For ChIP-BS-seq, we used the same Python processing pipeline described above for RRBS.

### RNA-seq data analysis

Raw sequencing reads were aligned to the mm9 build of the mouse genome and with Ensembl gene models (Ensembl release 67) using Tophat 2 (Kim et al., 2013). Reads overlapping gene models were counted using featureCounts (Liao et al., 2014). Differential expression analysis was done with DESeq2 (Love et al., 2014).

### DMR prediction

Liver DNase (ENCODE), H3K4me3, H3K27me3, H3K36me3 (ENCODE) enrichment for each CGI were calculated using the log(RPKM +0.001), normalized to *z*-scores. RPKM values higher than the 99^th^ percentile were filtered out. Only CGIs with starting methylation less than 0.2 were retained in the analysis, to create a set of canonical, unmethylated CGIs. DMR prediction was done using the following R packages: glm for logistic regression, e1071 for naïve Bayes, rpart for decision tree, randomForest for random forest, xgboost for gradient-boosted trees. For random forest, the following parameters were used: ‘classwt = c(1, nneg/npos), ntree = 100’, where nneg and npos were the number of negative and positive examples respectively. For xgboost, the following parameters were used: ‘objective = 'binary:logistic', max_depth = 10, nrounds = 10, scale_pos_weight = nneg/npos, subset = 0.7’. All other packages used the default parameter settings.

### Motif analysis

Find Individual Motif Occurrences (FIMO, (Grant et al., 2011)) was used to identify transcription factor motif presence within the Uncx amplicon sequence. The software outputs q-values that predict the likelihood of transcription factor binding based on its predicted binding motif sequence. This list of transcription factors was then filtered for only those expressed in MEFs (FPKM ≥10, *n* = 11).

# Supplementary material for: Targets and genomic constraints of ectopic Dnmt3b expression
**Source:** eLife. 2018 Nov 23;7:e40757. doi: 10.7554/eLife.40757
**Supplement:** Supplementary file 1.

Supplementary File 1

| **Primers for RT-qPCR** | | |
| --- | --- | --- |
| ***Dnmt3a*** | Forward_1 | 5'-CCTACTACATCAGCAAACGGAAAC-3' |
|  | Reverse_1 | 5'-GTTCTCTTCCACAGCATTCATTACT-3' |
|  | Forward_2 | 5'-GTTTTGACCTCCATAGAAGACACC-3' |
|  | Reverse_2 | 5'-CTTGGGGGTGTCACTGCTTT-3' |
| ***Dnmt3b*** | Forward_1 | 5'-ACCAGTGGTTAATAAGTCGAAGGT-3' |
|  | Reverse_1 | 5'-GACTCAGAAGCAGCAGAGTCATT-3' |
|  | Forward_2 | 5'-GTTTTGACCTCCATAGAAGACACC-3' |
|  | Forward_3 | 5'-GTGAATGACAAGAAAGACATCTCAA-3' |
|  | Reverse_3 | 5'-AGCTTATCATTCTTTGAAGCCATC-3' |
| ***Eed*** | Forward | 5'-CAGCCATTGTTTGGAGTTCA-3' |
|  | Reverse | 5'-TAACCGTATCTCCCCCTGTG-3' |
| **Primers for PCR with bisulfite converted DNA** | | |
| ***Uncx*** | Forward | 5'-'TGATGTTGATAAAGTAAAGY(C/T)G-3' |
|  | Reverse | 5'-CTCCAACCTACCTACAAACTTAAA-3' |
| ***Gal*** | Forward | 5'-GGTGAAAGGAATAGAGTTGTGA-3' |
|  | Reverse | 5'-CTAAAACTATAAATAATCCTCTC-3' |
| ***Gdf7*** | Forward | 5'-AGTATTTTGAGTTGTTTGGTT-3' |
|  | Reverse | 5'-CACACTTCCCCCATTATTAA-3' |
| ***Vsx2*** | Forward | 5'-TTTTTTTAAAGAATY(C/T)GGGAGATGA-3' |
|  | Reverse | 5'-CTCTACCTAATAACTACAAATAAAC-3' |
| **Primers for Dnmt3b mutution and isoform generation** | | |
| ***Dnmt3b* (C657G)** | Forward | 5'-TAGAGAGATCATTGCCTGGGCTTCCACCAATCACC-3' |
|  | Reverse | 5'-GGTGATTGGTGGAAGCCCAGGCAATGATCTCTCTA-3' |
| ***Dnmt3b* (R829G)** | Forward | 5'-ACGGGCGCCGCCGCCCATGTTGG-3' |
|  | Reverse | 5'-CCAACATGGGCGGCGGCGCCCGT-3' |
| ***Dnmt3b* (S277P)** | Forward | 5'-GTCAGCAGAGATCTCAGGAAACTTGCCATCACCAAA-3' |
|  | Reverse | 5'-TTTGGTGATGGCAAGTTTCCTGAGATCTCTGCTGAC-3' |
| ***Dnmt3b* (VWRR)** | Forward | 5'-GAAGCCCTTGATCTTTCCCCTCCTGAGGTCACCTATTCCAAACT-3' |
|  | Reverse | 5'-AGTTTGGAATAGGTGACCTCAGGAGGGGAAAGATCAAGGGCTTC-3' |
| ***Dnmt3b3*** | Forward_1 | 5'-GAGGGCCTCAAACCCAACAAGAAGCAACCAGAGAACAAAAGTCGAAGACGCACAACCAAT-3' |
|  | Reverse_1 | 5'-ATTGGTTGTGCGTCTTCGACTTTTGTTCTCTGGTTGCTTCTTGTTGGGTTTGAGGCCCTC-3' |
|  | Forward_2 | 5'-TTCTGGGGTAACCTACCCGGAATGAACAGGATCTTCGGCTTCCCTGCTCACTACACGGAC-3' |
|  | Reverse_2 | 5'-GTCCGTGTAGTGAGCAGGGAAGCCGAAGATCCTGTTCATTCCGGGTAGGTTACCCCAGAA-3' |

How the deposited data were processed for this re-analysis (not part of the article)

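The files analysed were all from MEFs after 7 d in culture: they hold read counts per gene from RNA-seq of 3 control and 3 induced samples, and 1 list of ChIP-seq peaks each for H3K4me3 and H3K27me3 in control cells. Methylation data from RRBS and ChIP-BS-seq, and the ChIP-seq of liver, are not in the files analysed here, so claims about methylation were not analysed.

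For the counts, the authors aligned reads to mm9 with Tophat 2 and Ensembl gene models, counted reads per gene with featureCounts and deposited the whole-number counts without normalization. For the peaks, the authors aligned reads to mm9 with Bowtie 2 and called peaks with MACS2 at standard settings; the deposited lists give for each peak the ratio of the ChIP signal to the local background as a fold enrichment, averaged over broad H3K27me3 peaks and at the summit of narrow H3K4me3 peaks. The authors' lists also give the −log10 of the p-value and of the q-value of each peak, and a score derived from the latter that was not used. The reads of 2 H3K27me3 libraries were pooled by the authors before calling, and the H3K4me3 peaks come from 1 library.

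From the counts, log2 fold changes were computed with edgeR 4.0.16 in R 4.3.3: TMM normalization, edgeR's filter on low counts with default settings and the quasi-likelihood test, with the group as the only factor and Benjamini-Hochberg adjustment over the 15176 genes tested. The thresholds were those of the paper, an adjusted p-value under 0.05 and a fold change over 2. Total counts ranged from 37051625 to 52970609 per sample, so that 3 reads, the smallest number taken as a signal, correspond to at most 0.081 CPM. Control replicates 1 and 2 were compared by a chi-square statistic over genes with at least 20 reads in the pair and kept as separate samples. Symbols were taken from the gene names supplied with the annotation, which named 37205 of 37620 genes.

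The alternatives were DESeq2 1.42.0 with maximum likelihood fold changes and with a normal prior on fold changes, other normalizations, no filter or at least 10 counts in every sample, the replicate number as a block, no fold change threshold, a test against a fold change of 1.5, and each sample left out in turn. On counts simulated with the means, library sizes and dispersions of the real genes, with 200 genes changed by a log2 fold change of 2, edgeR recovered 59% with 6 false calls and DESeq2 81.5% with 59 false calls. With a low dispersion, they recovered 100% and 98.5%, with 0 false calls. The simulated samples were independent, without the deviation that the real samples of replicate 3 share, so these rates need not hold for the real data.

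For chromatin states, FPKM was computed from the counts with the exonic length and the total count of each sample, and averaged over the 3 controls. Genes of at least 10 FPKM were called highly expressed. CpG islands were called on the NCBIM37 (mm9) sequence as segments scored 17 for each CpG and minus 1 for each other base, kept at over 200 bp, a GC content over 0.5 and an observed to expected CpG ratio over 0.6, after the paper's definition. Simulated sequence with 20 planted islands gave 20 islands and 0 false ones, and simulated peaks at 80 of 200 promoters were all found with 0 false overlaps. Each gene had a single promoter, 500 bp on each side of its 5′ end, marked when a peak covered at least 1 bp. Intervals of shares are Wilson 95% intervals. Genes were compared across classes with Fisher's exact test, in which genes are treated as independent although they are not. Alternatives changed the expression cutoff, the promoter window, the overlap, the peaks, the island definition and the control samples used. Annotation for transcript start sites and gene types came from GENCODE vM1, an Ensembl 65 annotation, which differs in release from the gene models behind the counts.

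The genes named in the text are Dnmt3b and every gene the paper names for the MEF RNA-seq in its text or in Figure 4—figure supplement 1D and E, and the 5 genes with the largest absolute log2 fold change in each direction among those past both thresholds of the main fit with every induced sample on the same side of every control sample. No gene but Dnmt3b was past both thresholds of the main fit. Of the labelled symbols, Adgrg1, Chil1, Syndig1 and Map10 were not found in the annotation and were left out. Genes were matched by symbol only, so these genes may have been counted under other names. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.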

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

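The peak list for H3K27me3 in control MEFs holds a group of peaks with very high fold enrichment that the paper does not discuss. Of the 350 peaks with a fold enrichment over 20, 327 lie on chromosome 9 and 23 on other sequences, while the median over the other chromosomes is 1.51. Up to 55 Mb on chromosome 9, a boundary set after seeing the positions, 316 of 320 H3K27me3 peaks exceed a fold enrichment of 20 (median 214). On the rest of the chromosome, 11 of 500 do (median 1.49), all between 77.5 and 78.2 Mb. A low background in that region is a candidate explanation, but the pileup implied by the fold enrichment and the p-value of these peaks had a median 38.5 times that of the peaks of fold enrichment up to 20, an approximate figure because the list averages both values over each peak. Extra copies of the region, or a mapping artefact shared by both libraries, were predicted to raise H3K4me3 as well. The median fold enrichment of H3K4me3 peaks there was 0.678 times that on the rest of the chromosome. Such causes may raise the local background along with the signal, so this ratio of signal to background cannot decide on them. The predictions for these tests were written after the peaks, and the H3K4me3 values of the whole chromosome, had been seen. Signal unrelated to CpG islands was tested with a prediction written beforehand: 12.2% of these peaks overlapped a CpG island against 10.1% of the other H3K27me3 peaks (odds ratio 1.24, Fisher's exact test, p = 0.229). None of these tests accounts for the values, no biological explanation was tested because the list covers a single condition, and their origin remains open. Without these peaks the share of lowly expressed HCP-directed genes with an H3K27me3 peak was 15.4% in place of 15.7%, an alternative chosen after seeing the data.

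Xist, a gene the paper does not discuss, had 40324 counts in control replicate 3 and 42493 in induced replicate 3, against 12 and 10 in the other controls and 6 and 2 in the other induced samples. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty showed the reverse, with at most 3 counts in either sample of replicate 3 and at least 849 in each of the other samples. Cells from embryos of different sex are a candidate explanation for this pattern. Since it is the same in both groups, it does not separate induced from control samples: for all 5 listed sex-linked genes the counts of the groups overlapped. The same samples, replicate 3 of both groups, stood apart on the first principal component. If genes of the sex chromosomes caused this, it should vanish without them, but without the genes of chromosomes X and Y the gap on that component was still 61.4, against a spread of 43.4 among the other samples. Library size is not an explanation either, as 0 of the 2 samples had total counts outside the range of the others, a prediction written after the totals were seen. The Xist and Y-linked counts leave a difference between embryos as a candidate here too. Whether embryos or batches of culture caused the separation could not be tested, because the files and labels name neither. The separation therefore cannot be told apart from such a batch.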

How the results depend on the processing

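The alternatives were listed before the processed files arrived, except those said here to have been added after seeing the data. The log2 fold change of Dnmt3b kept its direction and its side of the threshold under all of them, from 4.21 with the DESeq2 prior to 4.93 without control replicate 3. Normalization, filter, thresholds and leaving out any sample left the counts of downregulated and upregulated genes at 0, as did the replicate block. A robust prior and edgeR's test without its legacy mode, both added after seeing the data, also gave 0. The log2 fold change of Rab6b was 2.70 with the replicate block and between 2.42 and 2.84 without each sample in turn.

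Only DESeq2 moved the counts. It gave 77 downregulated and 26 upregulated genes, 44 and 13 with its prior on fold changes, and 236 and 40 with the replicate block, a fit added after seeing the data. Rab6b passed the adjusted p-value in these fits, with log2 fold changes of 2.69, 1.92 and 2.72. DESeq2 shrinks the estimated spread of each gene toward a shared trend and then treats it as known. edgeR's quasi-likelihood test also allows for the uncertainty of its own estimate of the spread. This may explain the difference with 3 samples per group. For the 32 other named genes, 64 of 320 rows changed, all of them to an adjusted p-value under 0.05 and all with DESeq2, with or without its prior. Ttbk1 with the prior had a log2 fold change of -0.918, short of the fold change threshold.

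The share of highly expressed HCP-directed genes with an H3K4me3 peak (99.4%) fell to 97.2% with the more significant 50% of the peaks and to 90.9% over all promoters, and was 99.88% with stricter CpG islands. Among additions made after seeing the data, it was 99.79% for protein-coding genes and 95.7% with islands called in sliding windows. The share of lowly expressed ones with an H3K27me3 peak (15.7%) was 29.5% with a cutoff of 1 FPKM and 22.2% with a split at the median. Both take transcribed genes out of the low class. The split at the median also leaves out genes without any control count, of whose 1100 HCPs 39.3% had an H3K27me3 peak. The share of lowly expressed ones was 19.5% with 1000 bp on each side, 13.1% with 200 bp covered and 8.23% with the more significant 50% of the peaks. Over all promoters it was 6.98%, and with stricter islands 16.5%. Added after seeing the data were any annotated start site (17.5%) and sliding windows (12.9%). Leaving out a control sample changed neither share beyond its interval. In every setting the lowly expressed class had the larger share with H3K27me3.

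The share of downregulated genes with an H3K27me3 peak has no main value, because the main fit called 0 genes, so its alternatives are not compared with it. Both marks have a single peak list, so the depth and replicate error of these shares are not known.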

Differences from the paper's values

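The paper's numbers of 39 downregulated and 13 upregulated genes compare with 0 and 0 in the main fit with edgeR. Of the alternatives set before the files arrived, only DESeq2 with a prior on fold changes came within 1.5 times of the paper's numbers, with 44 and 13. DESeq2 with maximum likelihood fold changes gave 77 and 26, and the remaining alternatives gave 0 and 0. The paper's fold change of Rab6b, almost 4, compares with 6.38 in the main fit. With the DESeq2 prior it was 3.79. Without control replicate 2 (5.35) and without induced replicate 2 (5.81) it came within 1.5 times of the paper's value but stayed nearer to the main fit, and the other alternatives did not come within 1.5 times.

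The paper's 2378 of 2485 highly expressed HCP-directed genes enriched for H3K4me3 compare with 4265 with H3K4me3 only among 4321. Only the stricter CpG islands brought the numbers within 1.5 times of the paper's, with 3228 among 3255. Every annotated gene was counted here, whether or not RRBS covered it, so the gene sets may differ from those of Figure 4C. In Figure 4C, read by eye, the paper shows both marks at about 3.1% of highly expressed HCPs against 0.74% here, and only the cutoff of 1 FPKM came within 1.5 times of it (2.33%). For lowly expressed HCPs, Figure 4C shows both marks at about 25%, read by eye, against 11.7% here. The cutoff of 1 FPKM (21.0%) and the split at the median (18.1%, without genes lacking control counts) came within 1.5 times of it. H3K27me3 only is about 9.0% in Figure 4C, read by eye, against 4.02% here, and the cutoff of 1 FPKM (8.55%) and the more significant 50% of the peaks (7.10%) came within 1.5 times of it.

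For highly expressed LCPs, Figure 4—figure supplement 1A shows, read by eye, about 4.9% with both marks, about 3.3% with H3K27me3 only and about 25% with neither mark, against 1.13%, 1.22% and 39.8% here. None of the alternatives set before the files arrived came within 1.5 times of the first pair of values, and the stricter islands did for the last (21.3%). Any annotated start site (32.7%) and protein-coding genes only (30.2%), both chosen after seeing the values, also came within 1.5 times of the last. For lowly expressed LCPs, the same figure shows, read by eye, about 24% with H3K4me3 only, about 7.2% with both marks, about 22% with H3K27me3 only and about 47% with neither mark, against 8.63%, 0.86%, 2.58% and 87.9% here. The stricter islands came within 1.5 times of the first (16.2%), and no alternative did for the others. The panel shows LCPs captured by RRBS, while all annotated LCP-directed genes were counted here, so these shares are not of like gene sets.

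The paper states that Rab6b is the most highly upregulated gene. By log2 fold change, Dnmt3b not counted, it was 13th of all genes tested in the main fit, 11th of the 26 upregulated genes with DESeq2 and maximum likelihood fold changes, and 1st with the DESeq2 prior.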

Other observations

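The number of genes called in induced MEFs was compared with that in other splits of the 6 samples, of which there are 10, so that no share under 0.1 can be reached. With edgeR the real split gave 0 genes, a number that every split reaches, so the comparison cannot decide there. The split of control replicates 1 and 2 with induced replicate 1 against the rest gave 15. With DESeq2, 4 of the 10 splits, the real one included, gave at least the 103 genes of the real one, a prediction written after the counts were seen. The others gave 540, 239 and 203 genes. In each of these 3 splits both samples of replicate 3, which stood apart on the first principal component, fell in the same group. They thus include the difference of replicate 3 from the other samples, which the real split balances between the groups. With the replicate number as a block, a fit chosen after seeing the data, DESeq2 called 236 downregulated and 40 upregulated genes in the real split, and the other splits were not refitted with a block. Of the 10 splits, 4 place 1 sample of each replicate number in each group, as the real one does, a comparison made only after the counts were seen. Among these, the real split gave 103 genes with DESeq2 and the other 3 gave 0 each. Neither the 10 splits nor these 4 are enough for a share under 0.05, so a chance difference between the samples is not excluded.

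Genes downregulated in induced MEFs were tested for H3K27me3 at the promoter in control cells. The main fit called no such genes, so the 77 called by DESeq2 were used. Of these, 14 had an H3K27me3 peak (18.2%), against 820 of the 16380 other genes with an adjusted p-value in DESeq2 (5.01%; odds ratio 4.22, Fisher's exact test, p = 2.8e-05). Random draws of genes matched on expression gave a mean of 5.55%, and none of 10000 reached the observed share (permutation p = 1e-04, the smallest they can give). With 1000 bp on each side of the start, 15 genes had a peak (permutation p = 6.0e-04 from matched draws), and with the more significant 50% of the peaks 7 did (permutation p = 0.0068). The 14 genes include St14, whose peak (fold enrichment 117) is among the very high peaks on chromosome 9. The test was not repeated without such peaks. As a hypothesis, H3K27me3-marked promoters may be over-represented among genes that fall, but the gene set comes from DESeq2 alone. Of the 10 splits of the samples, 4, the real one included, gave as many genes. Among the 4 splits that balance the replicate numbers, the real one gave 103 genes and the others 0 each. These are too few splits to exclude a chance difference between the samples.

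Technical explanations of the expression changes were tested across genes. Log2 fold changes had a Spearman rho of -0.058 with exonic length and of 0.053 with the GC content of exons over 15176 genes, which are not independent replicates, and of -0.056 and 0.050 in the fit with the replicate block. The ratio of the median total counts of induced to control samples was 0.975 and the totals overlapped, a prediction written after they were seen. A response to doxycycline itself, which the uninduced controls did not receive, was tested on 15 genes of the mitochondrial stress response listed before the test. Their mean log2 fold change was 0.040, against a mean of 0.005 and an SD of 0.086 in 10000 random sets matched on expression (permutation p = 0.645).

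A lower interferon response was tested on 18 interferon-stimulated genes listed before the test, among which Oas2, Oasl2 and Dhx58 are labelled in Figure 4—figure supplement 1E. Their mean log2 fold change was -1.62, all 18 were negative, and none of 10000 random sets matched on expression was as far from the mean of the random sets (permutation p = 1e-04, the smallest they can give). Random sets ignore that these genes vary together, so the samples were compared as well. The mean log2 CPM of the set were 4.40, 4.38 and 3.42 in the control samples and 2.82, 2.04 and 2.62 in the induced samples. Only 1 of the 10 splits, the real one, gave a difference as large (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Within each replicate number, a pairing taken from the labels, the induced sample was lower: 2.82 against 4.40, 2.04 against 4.38 and 2.62 against 3.42. Under this pairing, a difference shared by samples of the same number would not lower all induced samples. No paired test was run. As a hypothesis, interferon-stimulated genes may be lower in induced MEFs. With 3 samples per group this cannot be told apart from a difference between cultures within a number that is unrelated to induction. The paper isolated MEFs from control and transgenic embryos, and the files do not say which embryos the samples came from. The paper does not report this pattern.

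Highly expressed HCP-directed genes with both marks numbered 32. Of these, 6.25% lay on chromosome X, against 2.32% of the 4265 with H3K4me3 only (odds ratio 2.81, Fisher's exact test, p = 0.173), a comparison with only 2 genes on chromosome X behind it. In the whole lists, 14.3% of the H3K27me3 peaks lay on chromosome X against 3.28% of the H3K4me3 peaks, so an inactive X chromosome in the H3K27me3 libraries may be present. It is not excluded as a source of H3K27me3 at the promoters of these 2 genes, and it would not account for the genes on other chromosomes. Weak H3K27me3 peaks were tested by the ratio of their median fold enrichment to that at lowly expressed genes with both marks, which was 0.977. This meets the prediction of a lower median only by a small margin, and on autosomes alone the medians were 1.51 in both classes, so weak peaks remain a possible explanation without clear weight.

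In control MEFs, some genes the paper studies elsewhere had the following states. The promoter of Uncx had an H3K27me3 peak with a fold enrichment of 6.07 and no H3K4me3 peak, and those of Pax6 (1.44) and Hmx2 (1.66) were also covered by an H3K27me3 peak only. Hoxa9, Hmx3, Onecut2 and Fcgr3 had both marks. Bub3 and Eed had H3K4me3 only, with mean FPKM of 35.0 and 15.3.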
